# The interleukin-4/PPARγ signaling axis promotes oligodendrocyte differentiation and remyelination after brain injury

**DOI:** 10.1371/journal.pbio.3000330

**Published:** 2019-06-21

**Authors:** Qingxiu Zhang, Wen Zhu, Fei Xu, Xuejiao Dai, Ligen Shi, Wei Cai, Hongfeng Mu, T. Kevin Hitchens, Lesley M. Foley, Xiangrong Liu, Fang Yu, Jie Chen, Yejie Shi, Rehana K. Leak, Yanqin Gao, Jun Chen, Xiaoming Hu

## Abstract

The repair of white matter damage is of paramount importance for functional recovery after brain injuries. Here, we report that interleukin-4 (IL-4) promotes oligodendrocyte regeneration and remyelination. IL-4 receptor expression was detected in a variety of glial cells after ischemic brain injury, including oligodendrocyte lineage cells. IL-4 deficiency in knockout mice resulted in greater deterioration of white matter over 14 d after stroke. Consistent with these findings, intranasal delivery of IL-4 nanoparticles after stroke improved white matter integrity and attenuated long-term sensorimotor and cognitive deficits in wild-type mice, as revealed by histological immunostaining, electron microscopy, diffusion tensor imaging, and electrophysiology. The selective effect of IL-4 on remyelination was verified in an ex vivo organotypic model of demyelination. By leveraging primary oligodendrocyte progenitor cells (OPCs), microglia-depleted mice, and conditional OPC-specific peroxisome proliferator-activated receptor gamma (PPARγ) knockout mice, we discovered a direct salutary effect of IL-4 on oligodendrocyte differentiation that was mediated by the PPARγ axis. Our findings reveal a new regenerative role of IL-4 in the central nervous system (CNS), which lies beyond its known immunoregulatory functions on microglia/macrophages or peripheral lymphocytes. Therefore, intranasal IL-4 delivery may represent a novel therapeutic strategy to improve white matter integrity in stroke and other brain injuries.

## Abstract 2

The repair and remyelination of white matter are of paramount importance for functional recovery after brain injuries. This study shows that interleukin-4 plays an essential role in oligodendrocyte differentiation and long-term white matter recovery, beyond its well-known immunoregulatory functions, and is mediated by the PPARγ axis.

## Introduction

The primary focus of stroke research has traditionally been on neuronal damage within gray matter, but emerging evidence reveals a robust correlation between white matter injury and long-term sensorimotor and cognitive deficits after stroke [1]. White matter accounts for approximately 60% of total brain volume in humans. It is composed mostly of bundled axons and glial cells, including myelin-producing oligodendrocytes, astrocytes, and microglia. Large axons in the brain are enwrapped by the insulating myelin sheath, which greatly accelerates neural transmission along nerve fibers. White matter damage after stroke involves multiple mechanisms, including demyelination, degeneration of axons, and neuroinflammation [2–4]. The vulnerability of oligodendrocytes to ischemic injury and the resultant demyelination have been reported in numerous publications using different stroke models [5–8]. Remyelination is a process whereby new myelin sheaths are generated around demyelinated axons in the adult central nervous system (CNS) after injuries. It is one of the critical regenerative mechanisms for white matter repair after brain injuries. The differentiation of oligodendrocyte progenitor cells (OPCs) into mature oligodendrocytes plays a central role in remyelination. OPCs are present in the normal adult brain [9]. Both the proliferation and migration of OPCs appear to increase in the adult ischemic brain [10], suggestive of endogenous efforts at remyelination and white matter repair. Cellular fate mapping studies have demonstrated the differentiation of OPCs toward the oligodendrocyte lineage in the ischemic brain, but the majority of these cells fail to develop into mature, functional oligodendrocytes [11–13]. As a result of this failure, white matter integrity after stroke shows little improvement over time [10]. Aside from these roadblocks, the efficacy of oligodendrocyte regeneration and axon remyelination also declines with age [14]. Without proper remyelination, naked axons are degraded, thereby interrupting neuronal communication and leading to functional disabilities. Therefore, therapeutic interventions to promote the differentiation of OPCs into mature oligodendrocytes and enhance the remyelination of axons are promising strategies to achieve successful white matter repair and functional recovery after stroke [11].

Interleukin-4 (IL-4) is an anti-inflammatory cytokine produced by a variety of immune cells, but accumulating evidence indicates that IL-4 harbors functions beyond immune modulation in the CNS. For example, one early report suggested that IL-4 promoted learning and memory capacities in the normal brain [15]. This conclusion, however, was challenged by more recent studies demonstrating equivalent baseline cognitive functions between wild-type (WT) and IL-4 knockout (KO) genotypes [16, 17]. Instead, the IL-4 KO mice were shown to display anxiety-like behavior [17]. Despite these discrepancies in studies of IL-4 KO mice, the importance of IL-4 in maintaining or restoring neurological functions under pathological conditions is widely accepted. For example, the reduction of IL-4 levels with advanced age is thought to contribute to the cognitive decline in aged populations and in Alzheimer disease [18]. We previously documented increased expression of IL-4 and the IL-4 receptor (IL-4Rα) in the ischemic brain [16]. IL-4 may be released from injured neurons and peripheral immune cells that have infiltrated the brain after stroke [19]. IL-4 deficiency exacerbates brain injury and neurological deficits in acute timeframes after transient middle cerebral artery occlusion (MCAO) [20], implicating IL-4 as an endogenous protective mechanism in the early stages after stroke. We also reported that IL-4 deficiency significantly impairs long-term sensorimotor and cognitive performance after ischemic injury, whereas IL-4 supplementation improves functional outcomes in two models of stroke [16]. Although IL-4 deficiency increased the loss of NeuN^+^ brain tissue at acute phases of stroke, it did not influence neuronal tissue loss at late stages [16]. These results suggest that the long-term beneficial role of IL-4 on neurological functions after stroke might be attributed to its protection of nonneuronal cells, such as white matter components. However, the potential effects of IL-4 on white matter integrity after ischemic stroke remain elusive.

In the current study, we discovered that IL-4 is essential for white matter repair after stroke. Intranasal delivery of IL-4 nanoparticles after stroke robustly promoted oligodendrogenesis, enhanced white matter integrity, and improved long-term functional recovery. Complementary studies in cell cultures and animals revealed that IL-4-mediated oligodendrogenesis was achievable even in the absence of microglia/macrophages in vitro or after microglia/macrophage significant depletion in vivo. Furthermore, IL-4 directly promoted OPC differentiation into mature oligodendrocytes in a peroxisome proliferator-activated receptor gamma (PPARγ)-dependent manner. These collective findings suggest that activation of the IL-4/PPARγ signaling cascade may represent a novel recovery-enhancing strategy to promote long-term outcomes after ischemic stroke.

## Results

### IL-4 deficiency impairs white matter integrity after ischemic brain injury

To explore the potential cellular targets for IL-4, we used flow cytometry to assess expression of IL-4Rα on various types of cells in the ischemic brain. Consistent with previous reports [15, 21], IL-4Rα was expressed on CD45^−^CD11b^−^GFAP^+^ astrocytes, CD45^−^CD11b^−^NeuN^+^ neurons, CD45^intermediate^CD11b^+^ microglia, CD45^high^CD11b^+^ macrophages, and other infiltrated immune cells (CD45^+^CD11b^−^) 3 d after 60-min MCAO (Fig 1A and 1B). Notably, IL-4Rα was also expressed in oligodendrocyte lineage cells (Fig 1A–1D). Different markers, including A_2_B_5_, O4, and O1/galactocerebroside (GalC), were used to identify oligodendrocytes at different differentiation stages. IL-4Rα was detected in CD45^−^CD11b^−^O4^+^ cells (Fig 1A–1D), which were identified as preoligodendrocytes and premyelinating oligodendrocytes, and CD45^−^CD11b^−^O1^+^ cells (Fig 1A and 1B), which were identified as premyelinating oligodendrocytes or mature oligodendrocytes [22]. The percentages of IL-4Rα^+^O4^+^ cells were higher in the ipsilateral ischemic hemisphere (Fig 1C and 1D), suggesting a potential direct effect of IL-4 on white matter cells. ImageStream analyses confirmed that IL-4Rα was expressed on both A_2_B_5_^+^ OPCs and O4^+^ preoligodendrocytes/premyelinating oligodendrocytes, as well as CD11b^+^ microglia/macrophages in the ischemic hemisphere (Fig 1E and S1A–S1C Fig).

**Fig 1:**
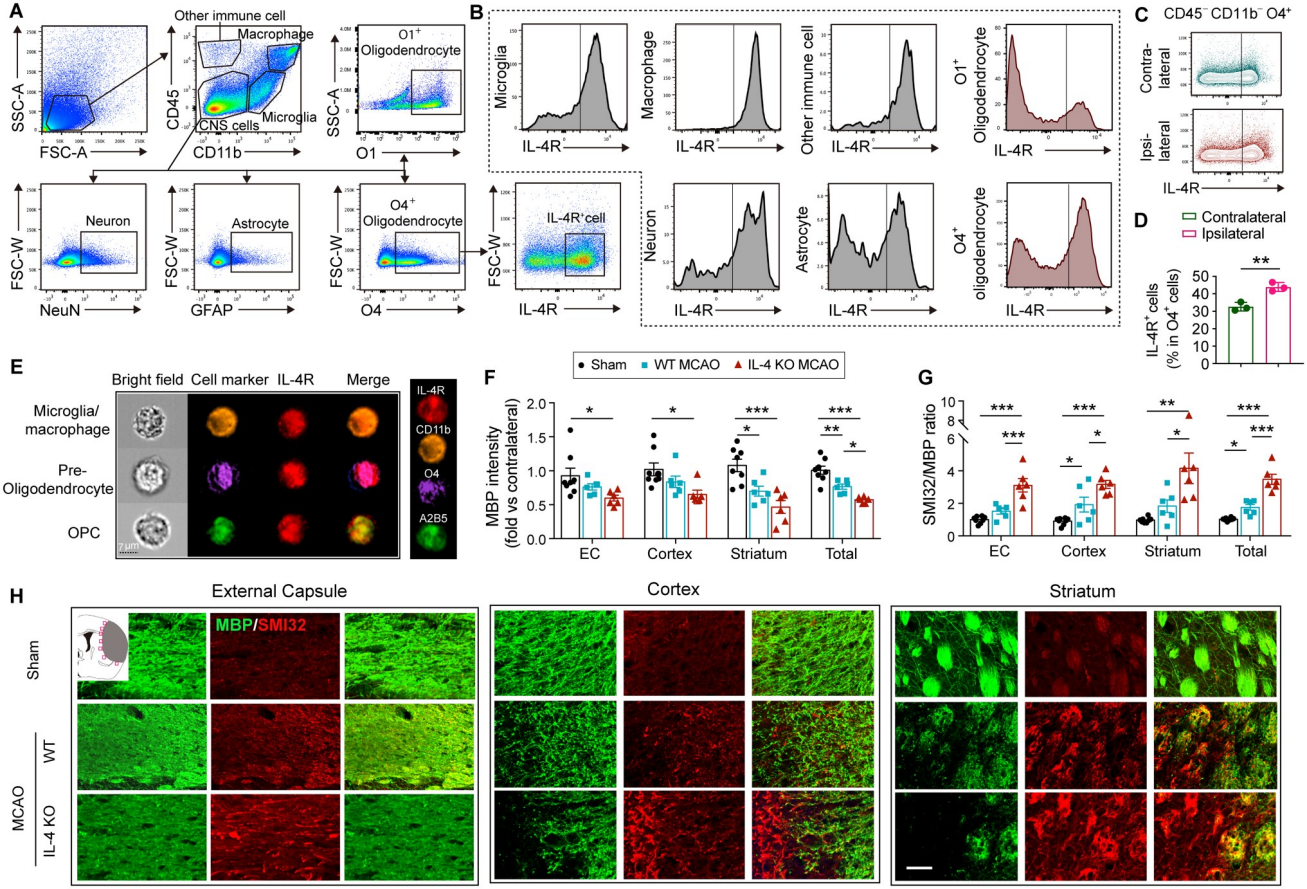
IL-4 improves white matter integrity upon demyelination. Transient focal ischemia was induced in WT and IL-4 KO mice by 60-min MCAO. (A-D) Flow cytometric analysis of IL-4R in brain cells of WT mice 3 d after MCAO. (A) Representative gating strategy for microglia (CD45^intermediate^CD11b^+^), macrophages (CD45^high^CD11b^+^), astrocytes (CD45^−^GFAP^+^), preoligodendrocytes (CD45^−^O4^+^), oligodendrocytes (CD45^−^O1^+^), neurons (CD45^−^NeuN^+^), and other immune cells (CD45^+^CD11b^−^). (B) MFI of IL-4Rα. (C-D) The expression of IL-4Rα on O4^+^ oligodendrocytes. *n* = 3 mice. *p < 0.05. Student’s *t* test. (E) ImageStream analysis demonstrated IL-4Rα expression on CD11b^+^ microglia/macrophages, O4^+^ preoligodendrocytes, and A_2_B_5_^+^ OPCs. (F-H) Double immunostaining for MBP and SMI32 14 d after MCAO or sham operation. The fluorescence intensity of MBP (F) and the ratio of SMI32 to MBP immunofluorescence intensity (G) in ipsilesional EC, cortex, striatum, and the total for all three areas quantified. *n* = 6–8/group. Data are normalized to the intensities of contralateral hemispheres. *p < 0.05, **p < 0.01, ***p < 0.001. One-way ANOVA and Bonferroni post hoc. (H) Representative images for MBP (green) and SMI32 (red) double immunostaining in the peri-infarct areas in brains from sham, WT MCAO mice, and IL-4 KO MCAO mice 14 d after MCAO. Scale bar: 50 μm. Data associated with this figure can be found in the supplemental data file (S1 Data). CNS, central nervous system; EC, external capsule; FSC-W, forward scatter width; GFAP, glial fibrillary acidic protein; IL-4R, interleukin-4 receptor α; KO, knockout; MBP, myelin basic protein; MCAO, middle cerebral artery occlusion; MFI, mean fluorescence intensity; OPC, oligodendrocyte progenitor cell; SSC-A, side scatter area; WT, wild-type.

In light of these results, we evaluated whether IL-4 influenced white matter integrity after ischemic stroke. WT and IL-4 KO mice were subjected to transient focal ischemia induced by 60-min MCAO. Dual staining for myelin basic protein (MBP, a major myelin protein) and SMI32 (a marker of demyelinated axons) was performed to assess the lesion in white matter (Fig 1F–1H). The overall immunofluorescence intensity of MBP staining decreased in the infarct border along three white matter–rich brain regions (the external capsule [EC], the cortex, and the striatum) (see “total” values in panel of the right of Fig 1F) at 14 d after MCAO, indicating a significant loss of myelin protein after stroke. Additionally, the overall immunofluorescence of SMI32 increased in these three regions, resulting in a significant increase in the SMI32/MBP ratio in WT mice after stroke (Fig 1G). IL-4-deficient mice displayed exacerbation of the loss in MBP (Fig 1F) and a further increase in the SMI32/MBP ratio compared to WT mice (Fig 1G), suggesting that IL-4 is important in maintaining axonal myelination or promoting axonal remyelination after stroke.

Stroke impacts both gray and white matter. In order to confirm the effect of IL-4 in white matter, we explored the remyelination capacity of IL-4 in a model of lysophosphatidylcholine/lysolecithin (LPC)-mediated demyelination using ex vivo organotypic cerebellar slice cultures. This toxicant-based experimental model of demyelination, although not attempting to fully mimic a disease with complex etiology and pathogenesis, has proven extremely useful for understanding the biology of remyelination [23]. Slices collected from WT and IL-4 KO mice exhibited comparable extents of demyelination, as revealed by the loss of MBP staining along neurofilament-heavy (NFH^+^) axonal fibers, at 3 d after LPC (Fig 2A). Partial remyelination was achieved by 7 d following LPC in WT brain slices, but IL-4 deficiency significantly delayed remyelination (Fig 2A and 2B), as shown by lower MBP staining intensity (Fig 2C) and less MBP^+^ axonal coverage (Fig 2D). IL-4 supplementation significantly enhanced remyelination in WT brain slices and rescued remyelination capacities in IL-4 KO brain slices (Fig 2A, 2C and 2D).

**Fig 2:**
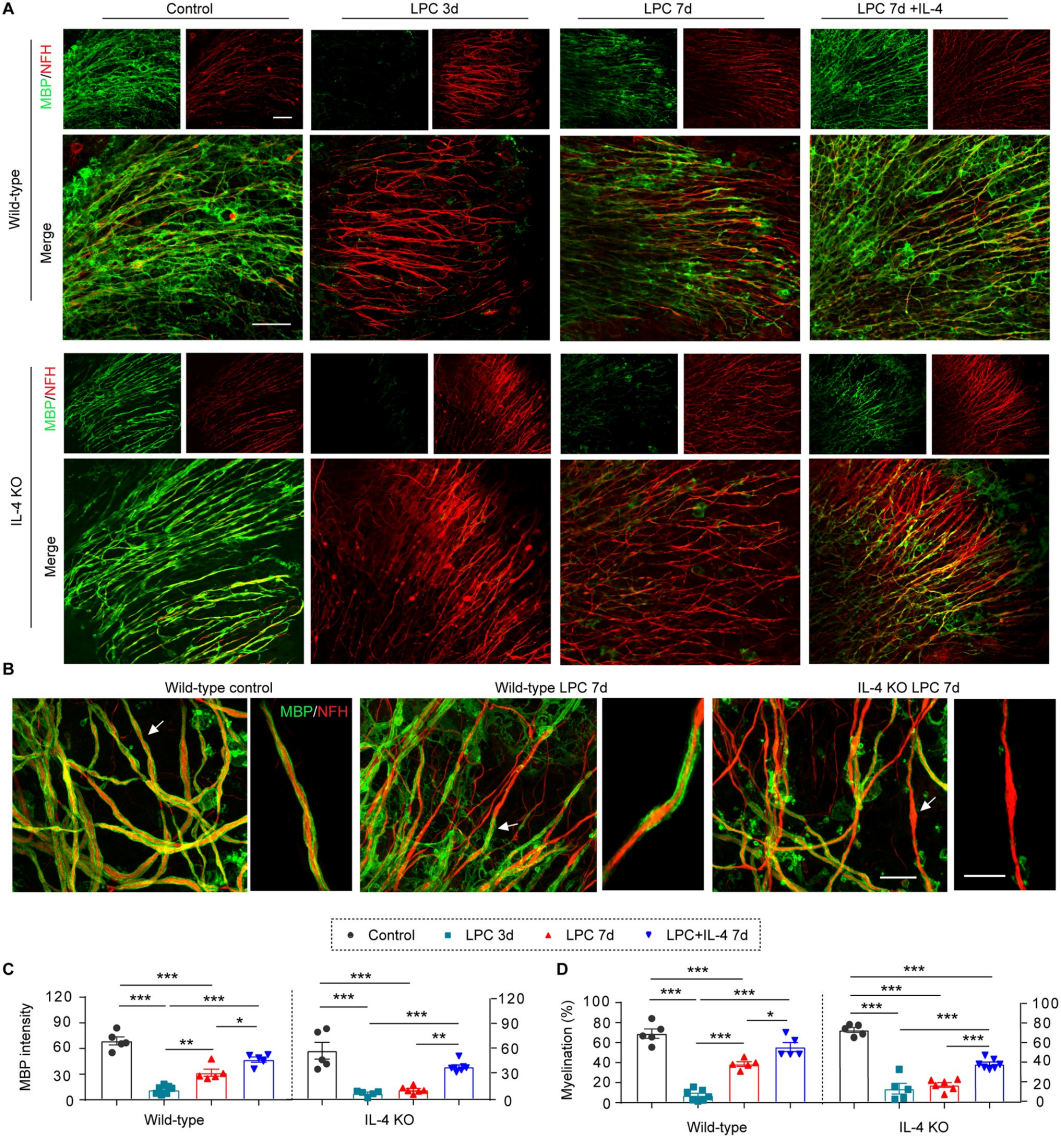
IL-4 promotes remyelination after LPC-induced demyelination in organotypic cultures. LPC (500 μg/mL) was added in WT or IL-4 KO organotypic cultures for 17 h to induce demyelination. IL-4 (20 ng/mL) or vehicle was added after LPC removal. Culture slices were fixed 3 d and 7 d after LPC treatment. Control cultures were maintained in normal culture media for 7 d. (A) MBP (green) and NFH (red) staining was performed to label myelin and axonal fibers, respectively. Scale bar: 50 μm. (B) MBP and NFH double staining and Imaris 3D reconstruction. Arrows indicate myelination of individual axonal fibers that are magnified in the images to the right. Scale bar: 15 μm. (C) Myelin integrity was measured as the intensity of MBP immunostaining. (D) The myelination index was calculated as the % MBP^+^ myelin coverage along the entire NFH^+^ fibers. *n* = 5–7 slices/group. *p < 0.05, **p < 0.01, ***p < 0.001. One-way ANOVA and Bonferroni post hoc. Data associated with this figure can be found in the supplemental data file (S1 Data). IL-4, interleukin-4; KO, knockout; LPC, lysophosphatidylcholine/lysolecithin; MBP, myelin basic protein; NFH, neurofilament heavy; WT, wild-type.

### Intranasal delivery of IL-4 nanoparticles promotes white matter integrity after stroke

IL-4 liposome nanoparticles were prepared to facilitate the penetration of IL-4 into the ischemic brain. The mean particle size of IL-4 protein-loaded liposome was 122.6 ± 2.4 nm with a polydispersity index of approximately 0.212 ± 0.004 and a zeta potential of 4.05 ± 1.35 mV, confirming high stability of the nanodispersion. The IL-4 nanoparticles were applied through the nasal route (50 μg/kg body weight), which has been increasingly utilized for CNS drug delivery because of its capacity to bypass the blood-brain barrier and avoid first-pass metabolism [24]. Intranasal administration of IL-4 nanoparticles effectively increased IL-4 protein levels in the corpus callosum (CC) and EC, cerebral cortex, and striatum 12 h after IL-4 application (Fig 3A–3C). IL-4 remained elevated in cortex and striatum until 24 h after delivery (Fig 3B and 3C).

**Fig 3:**
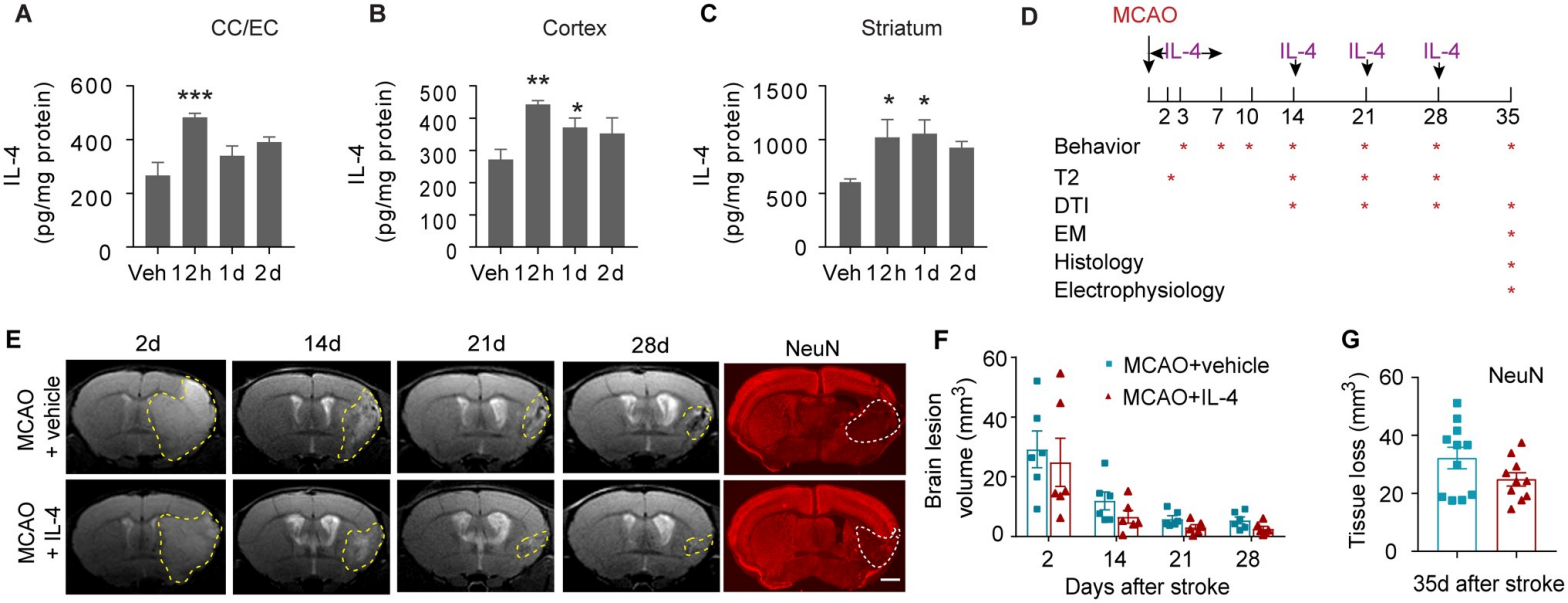
Intranasal delivery of IL-4 nanoparticles increases IL-4 levels in the brain but shows minimal effect on neuronal tissue loss. IL-4 nanoparticles (50 μg/kg body weight) or an equivalent volume of vehicle (“Veh”) were applied intranasally. Brain tissues were collected at 12 h, 1 d, and 2 d after IL-4 delivery. Brain IL-4 levels were measured in the CC and EC (A), cortex (B), and striatum (C) using ELISA. *n* = 3–4/group. *p < 0.05, **p < 0.01, ***p < 0.001, versus vehicle-treated mice. One-way ANOVA and post hoc LSD tests. (D) Experimental design for Figs 3–7. (E) Longitudinal T_2_-weighted images demonstrate axial views of the same live animal brains at 2 d, 14 d, 21 d, and 28 d after MCAO. NeuN (red) immunostaining was performed 35 d after stroke. The corresponding planes of the same animals are displayed. Scale bar for NeuN images: 1 mm. (F) Brain lesion volume was assessed on T_2_-weighted images. *n* = 6/group. Two-way ANOVA followed by Bonferroni post hoc. (G) Tissue loss was measured on NeuN-stained brain slices. *n* = 10–11/group. Student’s *t* test. Data associated with this figure can be found in the supplemental data file (S1 Data). CC, corpus callosum; DTI, diffusion tensor imaging; EC, external capsule; EM, electron microscopy; IL-4, interleukin-4; LSD, least significant difference; MCAO, middle cerebral artery occlusion.

C57BL/6J mice were subjected to 60-min MCAO and randomly assigned to receive IL-4 nanoparticle (50 μg/kg body weight) or control nanoparticle (vehicle) treatment. Nanomaterials were intranasally delivered at 6 h after MCAO and repeated at 1–7 d, 14 d, 21 d, and 28 d after MCAO (Fig 3D). Magnetic resonance imaging (MRI) on these animals was performed serially at 9.4 T on days 2, 14, 21, and 28 after MCAO. T_2_-weighted images showed no significant difference in the brain lesion volume of IL-4- versus vehicle-treated mice (Fig 3E and 3F), indicating comparable gross tissue damage across treatment groups. Histological staining of the neuronal marker NeuN further demonstrated comparable tissue loss 35 d after stroke in IL-4- and vehicle-treated mice (Fig 3E and 3G).

Serial whole-brain in vivo diffusion tensor imaging (DTI) scans were collected 14 d, 21 d, and 28 d after MCAO. The same animals were then killed at 35 d after stroke, and the fixed brains were subjected to ex vivo DTI scanning (Fig 4A and 4B, S2A and S2B Fig). Longitudinal observation of fractional anisotropy (FA) maps and calculation of the ratio of FA(ipsilateral)/FA(contralateral) demonstrated progressive white matter injury (ratio < 1) with a slow recovery in the EC of vehicle-treated stroke mice at 14–35 d after stroke, which was significantly improved by day 28 following stroke in IL-4-treated mice (Fig 4C). This trend was observed until day 35 in the ex vivo FA values (Fig 4C). Further analysis of the 35 d DTI images revealed that IL-4 treatment enhanced white matter integrity, as revealed by elevated FA values in the white matter–enriched EC and internal capsule (IC) (Fig 4D, 4E and 4G). In addition, IL-4 treatment significantly reduced radial diffusivity (RD, λ_⊥_) in the EC (Fig 4F) and IC (Fig 4H), which likely indicates improved myelin integrity [25]. No significant differences between IL-4 and vehicle treatment groups were observed in axial diffusivity (AD, λ_||_), a measurement for axonal integrity (S2C and S2D Fig).

**Fig 4:**
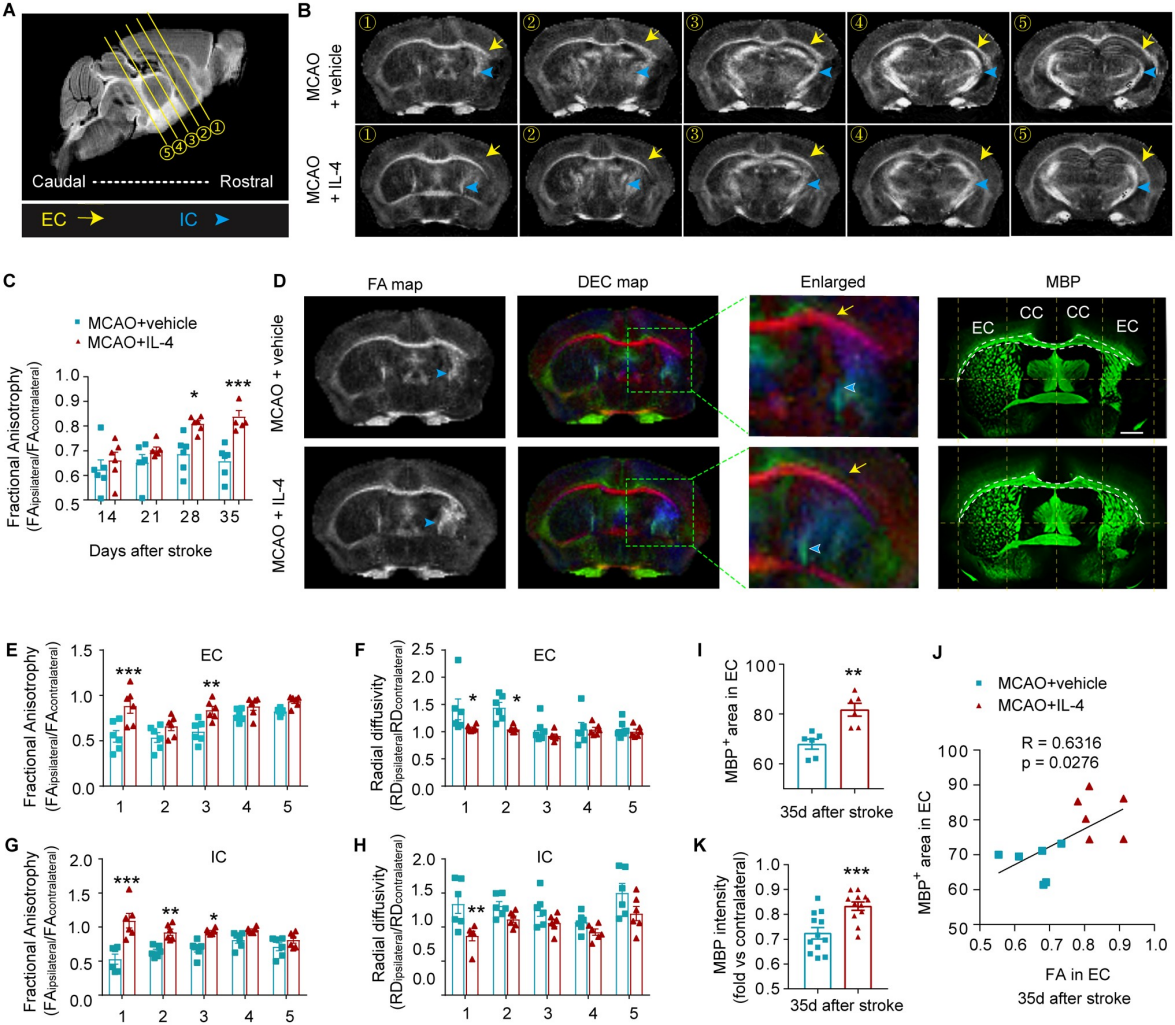
IL-4 treatment after stroke enhances white matter integrity. (A) A sagittal section showing the locations of 5 representative scanning planes from rostral to caudal. (B) Representative axial views (5 sections from rostral to caudal) of FA map 35 d after stroke. Yellow arrows indicate the EC. Blue arrow heads indicate the IC. (C) Quantification of FA values in the EC at different days after MCAO. Data are expressed as the ratio of FA values in the ipsilateral (lesioned) side to the FA values in the nonlesioned contralateral hemispheres. *n* = 6/group. *p < 0.05, ***p < 0.001 versus vehicle at indicated time points. Two-way repeated-measures ANOVA and Bonferroni post hoc. (D) Representative FA map and DEC map of the same ex vivo brains 35 d after stroke. MBP (green) immunostaining was performed on the same brains. Scale bar: 1 mm. (E-H) Quantification of FA and RD in the EC (E and F) and IC (G and H) at five axial levels from rostral to caudal. *n* = 6/group. *p < 0.05, **p < 0.01, ***p < 0.001 versus MCAO + vehicle at the same plane of section. Two-way ANOVA and Bonferroni post hoc. (I) The areas of the EC were assessed on MBP-stained brain sections. *n* = 6/group. (J) The Pearson correlation between the FA value and histological analysis of myelin in the EC. *n* = 6/group. (K) Quantification of MBP intensity in peri-infarct areas. Data are calculated as fold change compared to corresponding contralateral areas. *n* = 12/group. **p < 0.01, ***p < 0.001 versus MCAO + vehicle, Student’s *t* test. Data associated with this figure can be found in the supplemental data file (S1 Data). CC, corpus callosum; DEC, directionally encoded color; EC, external capsule; FA, fractional anisotropy; IC, internal capsule; IL-4, interleukin-4; MBP, myelin basic protein; MCAO, middle cerebral artery occlusion; RD, radial diffusivity.

To further explore the biological basis of these DTI results, we compared the DTI results with immunohistochemical staining of MBP performed in the same animals. There were remarkable similarities between the FA maps and MBP images (Fig 4D, 4I and 4J). IL-4 treatment significantly increased the MBP^+^ area in the EC (Fig 4D and 4I). There was a significant positive correlation between the MBP^+^ areas and the FA values in the EC (Fig 4J). The quantification of MBP staining confirmed a significant increase in MBP intensity in the ischemic brains of IL-4-treated mice compared to vehicle-treated mice (Fig 4K).

### IL-4 post-treatment improves the structural and functional integrity of myelinated fibers after stroke

To determine whether IL-4 can improve axonal myelination after stroke, myelin thickness was measured in the EC using transmission electron microscopy (TEM) (Fig 5A). Frequency histograms revealed much greater reduction of axon diameters in the MCAO + vehicle group compared to the MCAO + IL-4 and sham groups, suggesting higher axonal degeneration in stroke mice without IL-4 treatment (Fig 5B). Scatter plots of the *g*-ratio (the ratio of the inner axonal diameter to the total outer diameter of myelinated fiber) as a function of axon diameter in sham mice or stroke mice treated with vehicle or IL-4 revealed significant differences in myelin thickness (average *g*-ratio: sham = 0.72 [*n* = 183 axons from 3 animals]; MCAO + vehicle = 0.79 [*n* = 233 axons from 3 animals]; MCAO + IL-4 = 0.73 [*n* = 176 axons from 3 animals]) (Fig 5C). Significant increases in the *g*-ratio were observed in both low- and high-caliber axons at 35 d after MCAO, indicating a reduction in myelin thickness (Fig 5D). IL-4 post-treatment significantly reduced the *g*-ratio of the middle-sized (diameter = 400–800 nm) and large (diameter > 800 nm) axonal fibers, suggesting that IL-4 may maintain axonal myelination or promote axonal remyelination after stroke. The *g*-ratio in small axonal fibers (diameter < 400 nm) displayed a trend toward reduction with IL-4 treatment (Fig 5D).

**Fig 5:**
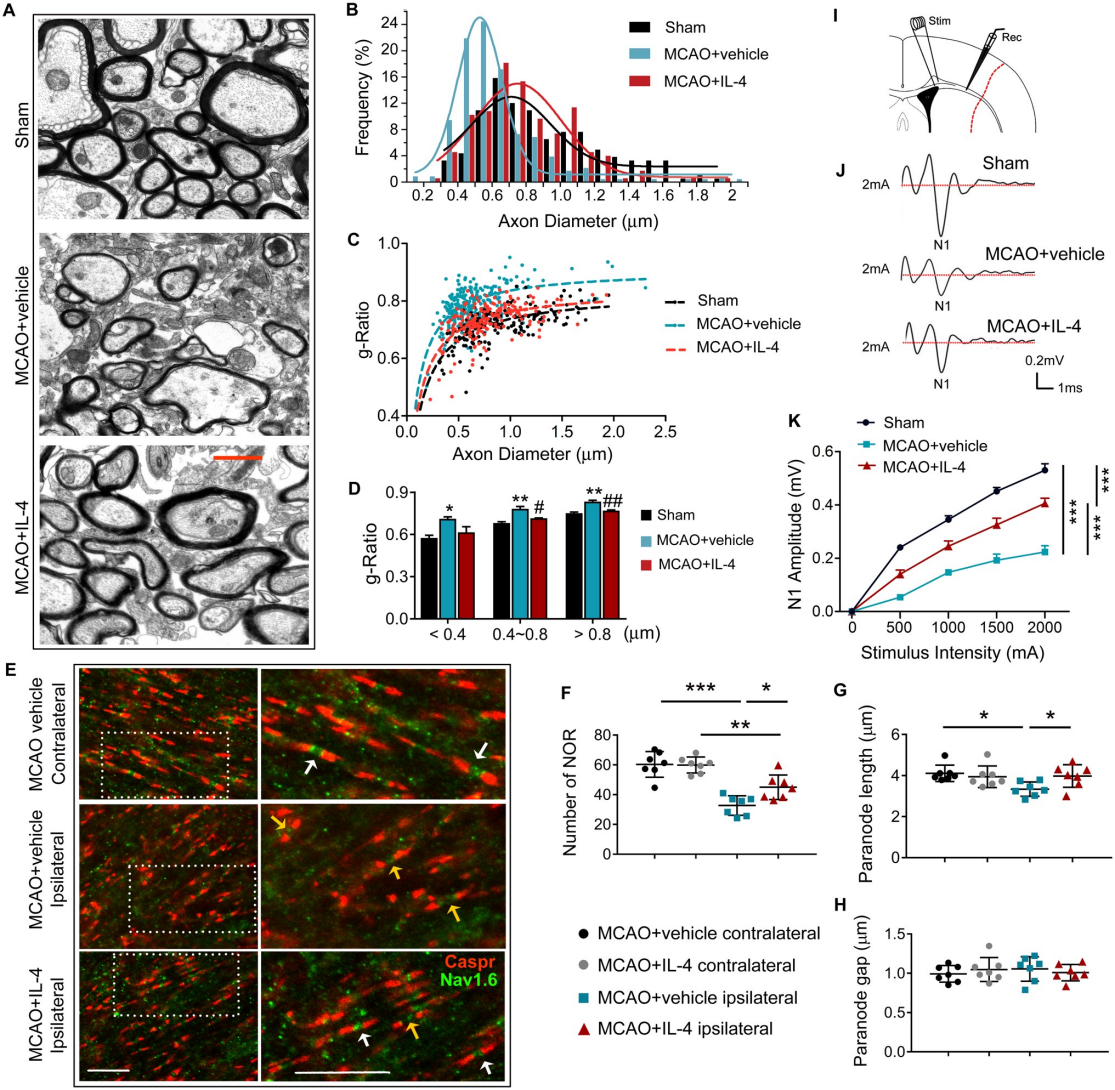
IL-4 post-treatment improves the anatomical integrity and physiological function of myelinated fibers after stroke. (A-D) TEM ultrastructural analyses of myelin integrity in the EC of sham, MCAO+vehicle, and MCAO+IL-4 groups at 35 d after surgery. (A) Representative TEM images show thinner myelin sheaths at a demyelination site in the EC after stroke. IL-4 treatment increased myelin thickness. Scale bar: 1 μm. (B) Frequency histograms of axon diameter. (C) Scatter plots of *g*-ratio as a function of axon diameter in sham mice or stroke mice treated with vehicle or IL-4. (D) The *g*-ratio of myelinated axons with respect to axon diameter at 0.4-μm intervals for sham mice or stroke mice treated with vehicle or IL-4. *n* = 3/group. *p < 0.05, **p < 0.01 versus sham; #*p* < 0.05, ##*p* < 0.01 versus MCAO + vehicle. One-way ANOVA followed by Bonferroni post hoc. (E-H) Caspr and NaV1.6 immunostaining in the EC of MCAO+vehicle and MCAO+IL-4 groups at 35 d after surgery. (E) Representative images of Caspr (red) and NaV1.6 (green) immunostaining. Scale bar: 10 μm. (F) Quantification of numbers of NORs. (G) Quantification of the paranode (Caspr^+^) length. (H) The length of the paranode gap was quantified as the length between a pair of Caspr^+^ sites. *N* = 7/group. *p < 0.05, **p < 0.01, ***p < 0.001. One-way ANOVA followed by Bonferroni post hoc. (I-K) Electrophysiological analyses of brain slices prepared from sham, MCAO+vehicle, and MCAO+IL-4 mice 35 d after MCAO. (I) Schematic illustration of the position of the stimulating (“Stim”) and recording (“Rec”) electrodes for CAP measurements in CC/EC. (J) Representative curves of CAPs in myelinated N1 fibers. (K) Quantification of amplitude of evoked CAPs in myelinated N1 fibers. *N* = 6/group. ***p < 0.001. Two-way ANOVA repeated measures followed by Bonferroni post hoc. Data associated with this figure can be found in the supplemental data file (S1 Data). CAP, compound action potential; Caspr, contactin-associated protein; CC, corpus callosum; EC, external capsule: IL-4, interleukin-4; MCAO, middle cerebral artery occlusion; NOR, nodes of Ranvier; TEM, transmission electron microscopy.

Saltatory conduction of action potentials along myelinated axons relies on normal organization of the nodes of Ranvier (NOR), which are rich in sodium and potassium ion channels. Double immunofluorescent analyses of Nav1.6 (a nodal sodium channel protein) and contactin-associated protein (Caspr, a paranodal cell adhesion protein) revealed the NOR in the EC (Fig 5E). Typical NOR are characterized by punctate Nav1.6 staining at nodes between the paranodal staining of Caspr. The total numbers of normal NOR decreased significantly after stroke in the ipsilateral EC compared to the contralateral EC (Fig 5F), and this was accompanied by a decrease in the Caspr^+^ paranode length (Fig 5G). IL-4 treatment significantly increased the number of NOR and the paranode length in the ischemic EC (Fig 5F and 5G), suggesting an improvement in NOR structure. The paranodal gap between pairs of Caspr staining remained unchanged between groups (Fig 5H).

As IL-4 enhanced the structural integrity of white matter after MCAO, we further evaluated white matter function by measuring the transmission of action potentials in the CC and EC (Fig 5I). Evoked compound action potentials (CAPs) display an early peak representing fast-conducting myelinated axons (N1, Fig 5J) [26]. The amplitude of the N1 segment was significantly reduced 35 d after MCAO (Fig 5K), indicating impaired conduction through myelinated axons. IL-4-treated mice exhibited less reduction in the N1 amplitude after MCAO, suggesting myelin preservation or improved remyelination of axons compared to the vehicle-treated subjects.

### IL-4-afforded white matter protection is associated with superior long-term functional recovery after stroke

Sensorimotor and cognitive functions were assessed by investigators blinded to group assignments. As shown in Fig 6A and 6B, IL-4-treated and vehicle-treated stroke mice showed comparable reductions in latencies to contact and remove adhesive tape from the paw at 3 d after stroke, suggesting similar initial deficits in dexterity across groups. However, at later time points starting from 7–10 d after stroke, IL-4 treatment reduced the time spent touching and removing tapes in stroke mice, culminating in improved performance in the adhesive removal test (Fig 6A and 6B). Long-term sensorimotor performance in the rotarod test after MCAO was also improved in IL-4-treated mice (Fig 6C). Furthermore, IL-4-treated mice exhibited long-term improvements in cognitive function in the Morris water maze test, as manifested by a reduction in the latency to find the hidden platform (improved spatial learning, Fig 6D and 6E) and increased time spent in the target quadrant when the platform was removed (improved memory, Fig 6D and 6F). There was no difference in swimming speed among different treatment groups, indicating similar gross motor skills across groups (Fig 6G).

**Fig 6:**
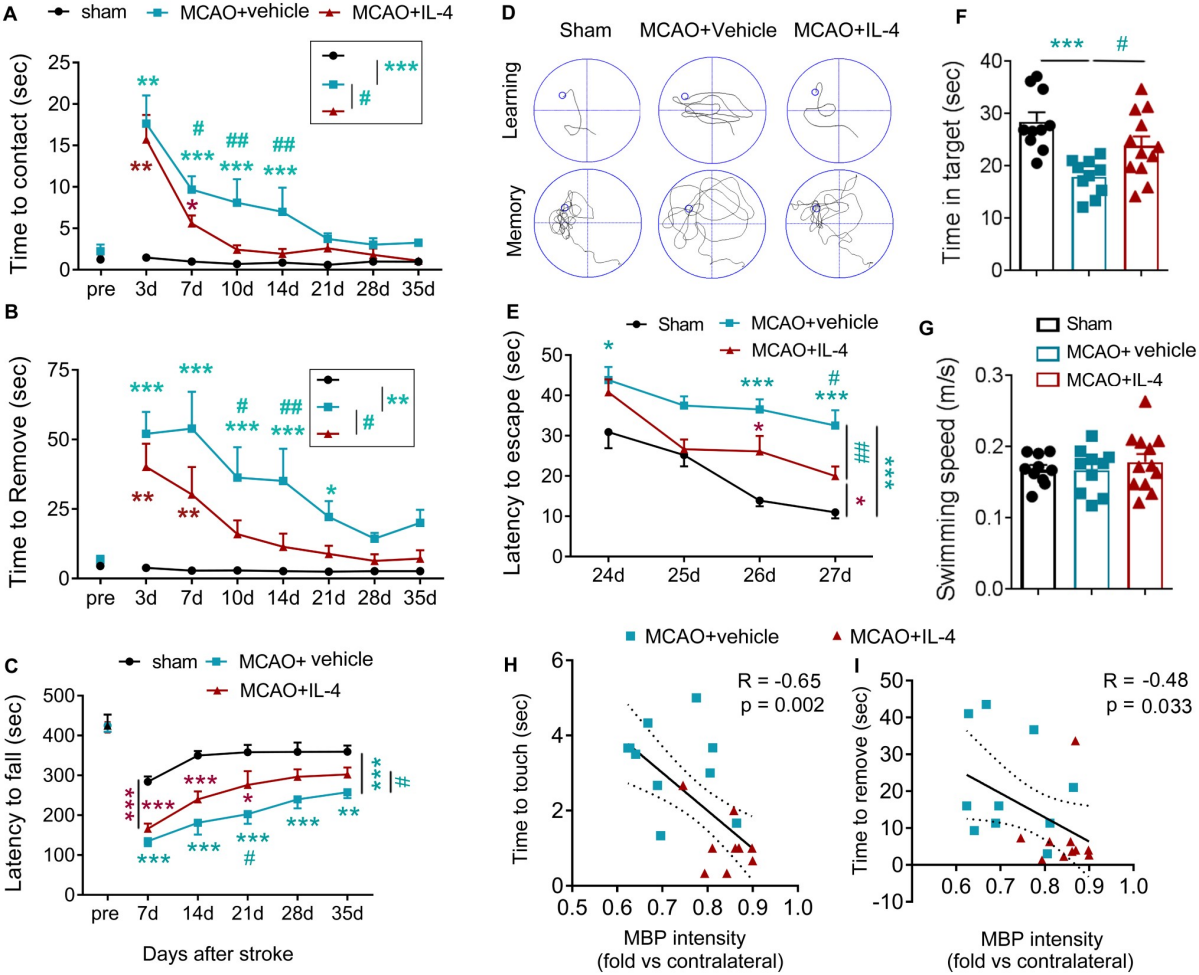
Poststroke administration of IL-4 improves long-term neurological functions after MCAO. Mice received intranasal infusions of IL-4 (50 μg/kg) or vehicle 6 h after 60-min MCAO and at daily intervals on days 1–7 and then every 7 d until 28 d after stroke. (A-C) Sensorimotor functions were assessed up to 35 d after MCAO or sham operation. (A-B) Adhesive removal test. The latencies to contact (A) and remove (B) the tapes were recorded. *n* = 10–14/group. (C) Rotarod test. The latency to fall or spin around on the rungs was quantified. *n* = 7–9/group. (D-G) Long-term cognitive functions were evaluated in the Morris water maze. Panel D shows representative images of the swim paths of mice in each group while the platform was present (learning phase) or removed (memory phase). IL-4-treated mice showed improved cognitive functions, as reflected by shorter escape times (E, learning), and extension of the time spent in the target quadrant (F, memory) with no change in swim speed (G). *n* = 10–12/group. *p < 0.05, **p < 0.01, ***p < 0.001, versus sham or as indicated. #*p* < 0.05, ##*p* < 0.01, ###*p* < 0.001 MCAO+IL-4 versus MCAO+vehicle or as indicated. Two-way ANOVA repeated measurement or one-way ANOVA and Bonferroni post hoc. (H-I) Spearman correlation between MBP intensity at 35 d after MCAO and average latency to contact or remove adhesive tape from the lesioned forelimb at 35 d after MCAO. Data associated with this figure can be found in the supplemental data file (S1 Data). IL-4, interleukin-4; MBP, myelin basic protein; MCAO, middle cerebral artery occlusion.

Next, we measured the potential correlation between white mater integrity and behavioral performance after stroke in vehicle or IL-4-treated mice. The results revealed significant negative correlations between MBP intensity and the latency to touch (Fig 6H) and remove (Fig 6I) the adhesive tape at 35 d after stroke, confirming an association between histological observations of white matter integrity and long-term functional recovery of behavioral endpoints.

### IL-4 treatment promotes oligodendrogenesis partially independent of microglia/macrophages

Successful differentiation of OPCs into myelinating oligodendrocytes is important for remyelination [11]. Thus, we compared the regeneration of myelin-producing oligodendrocytes in MCAO mice with or without IL-4 treatment. 5-bromo-2′-deoxyuridine (BrdU) was injected at 3–6 d after MCAO to label newly generated cells. Mature oligodendrocytes were recognized by immunostaining with anti-adenomatous polyposis coli (APC) (or CC1) antibodies [27]. Compared to vehicle-treated mice, a significantly higher ratio of BrdU^+^APC^+^ newly generated oligodendrocytes was observed in IL-4-treated mice 35 d after MCAO (Fig 7A and 7B). The total numbers of BrdU^+^ cells and the total numbers of APC^+^ cells were also significantly increased in IL-4-treated mice compared to vehicle-treated mice (Fig 7C and 7D). It has been reported that higher concentrations of the APC antibody may detect some populations of astrocytes in certain pathological conditions [27]. However, no APC signal was detected in glial fibrillary acidic protein (GFAP)^+^ astrocytes in the ischemic brain in our preclinical model of stroke (S3 Fig).

**Fig 7:**
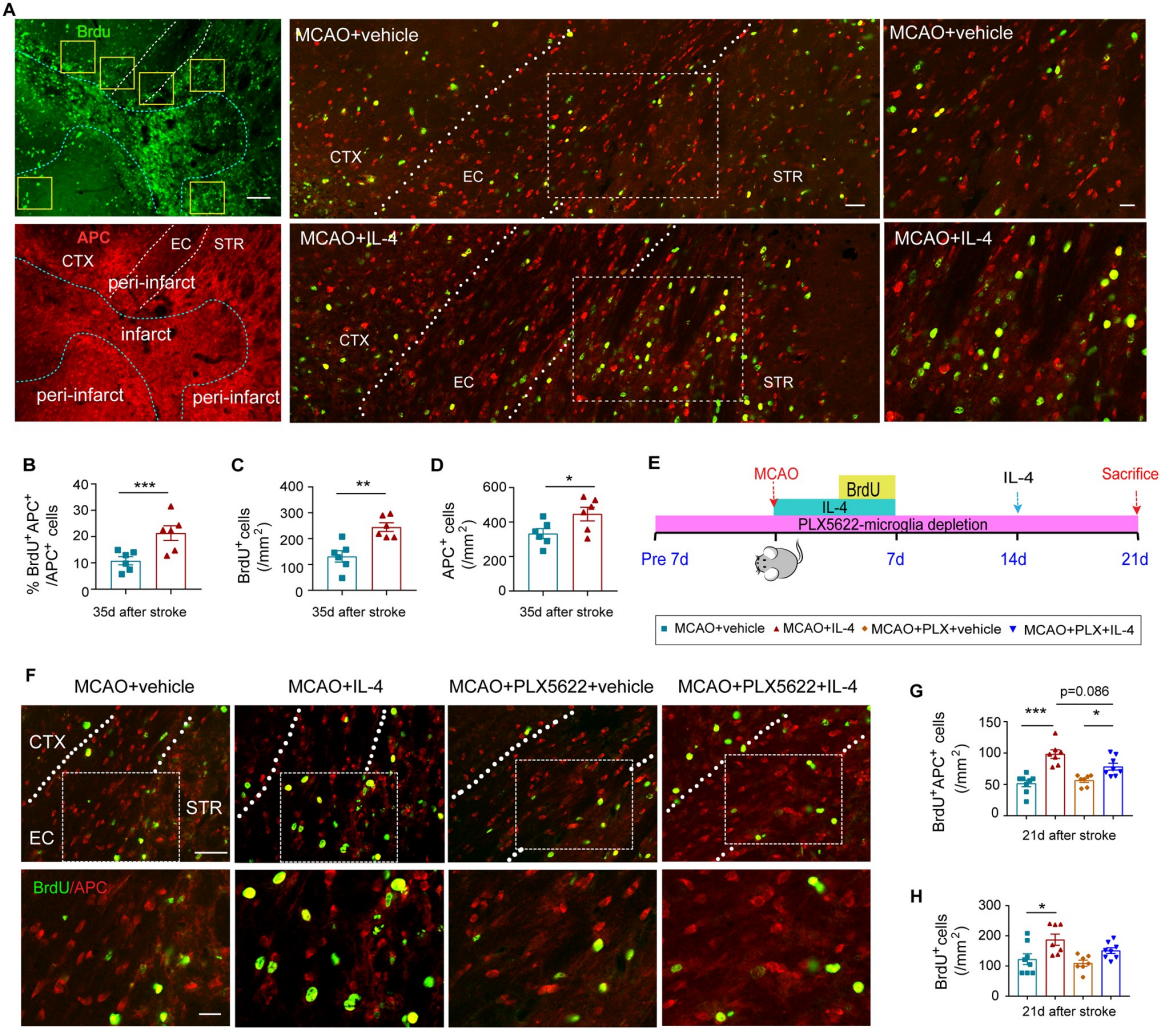
IL-4 treatment promotes oligodendrogenesis in a microglia/macrophage-independent manner. (A-D) Mice received intranasal infusions of IL-4 nanoparticles (50 μg/kg) or vehicle 6 h after MCAO and at daily intervals on days 1–7 and then every 7 d until 28 d after stroke. (A) Representative images of BrdU (green) and APC (red) immunostaining 35 d after cerebral ischemia. Scale bars:100 μm (left), 50 μm (middle), and 25 μm (right). The dotted blue lines delineate the border of infarct lesion. The dotted white lines trace the boundaries of the EC. Yellow squares indicate the areas of imaging in the peri-infarct area. (B) Quantification of the ratio of BrdU^+^APC^+^ cells among total APC^+^ cells in the ischemic areas, corresponding to images in panel A. (C) Quantification of the number of BrdU^+^ cells in the peri-infarct areas. (D) Quantification of the number of APC^+^ cells in the peri-infarct areas. *n* = 6/group. *p < 0.05, **p < 0.01, ***p < 0.001. Student’s *t* test. (E-H) Microglia/macrophages were depleted by dietary intake of PLX5622 7 d before 60-min MCAO. Mice received intranasal infusions of IL-4 (50 μg/kg) or vehicle 6 h after MCAO and at daily intervals on days 1–7 and then every 7 d until 14 d after stroke. (E) Experimental design. (F) Representative images of BrdU (green) and APC (red) immunostaining 21 d after cerebral ischemia. The dotted white lines trace the boundaries of the EC. White squares indicate the areas enlarged in the images below. Scale bars: 50 μm (upper) and 10 μm (lower). (G) Quantification of the number of BrdU^+^APC^+^ cells in the peri-infarct areas. (H) Quantification of the number of BrdU^+^ cells in the peri-infarct areas. *n* = 7–8/group. *p < 0.05, ***p < 0.001. One-way ANOVA followed by Bonferroni post hoc. Data associated with this figure can be found in the supplemental data file (S1 Data). APC, adenomatous polyposis coli; BrdU, 5-bromo-2′-deoxyuridine; CTX, cortex; EC, external capsule; IL-4, interleukin-4; MCAO, middle cerebral artery occlusion; STR, striatum.

IL-4 is known to promote microglia M2 polarization, which in turn enhances OPC differentiation and remyelination [28]. We observed in our model that IL-4 treatment robustly promoted microglia/macrophage polarization toward an anti-inflammatory phenotype (CD206^+^Iba1^+^) at 7 and 14 d after stroke (S4 Fig). Microglia depletion through genetic targeting or pharmacological treatment is a widely used approach to evaluate the contribution of this population to various biological processes [29]. Therefore, we chose PLX5622, an inhibitor of colony-stimulating factor 1 receptor, to deplete microglia/macrophages and identify their role in IL-4-afforded oligodendrogenesis (Fig 7E) [30]. Consistent with previous reports [30], PLX5622 achieved approximately 90% depletion efficacy within a short period. Dietary intake of PLX5622 for 7 d dramatically reduced the number of microglia in the normal brain (S5A Fig). Continuation on the PLX5622 diet maintained low numbers of microglia/macrophages in the brain 21 d after sham or MCAO surgery (28 d after initiation of PLX5622 diet) (S5A–S5C and S5E Fig). The number of neurons remained statistically similar in microglia/macrophage-depleted mice and microglia/macrophage-competent mice (S5A, S5B, S5D and S5F Fig). The PLX5622 diet also selectively reduced the number of CD3^−^CD19^−^Gr1^−^CD11b^+^F4/80^+^ macrophages in the blood (S5G and S5H Fig). Significant depletion of microglia/macrophages did not change the number of BrdU^+^APC^+^ cells or total BrdU^+^ cells compared to microglia/macrophage-competent stroke mice (Fig 7F–7H). IL-4 treatment increased the numbers of BrdU^+^APC^+^ cells or total BrdU^+^ cells after stroke in mice fed with the control diet. IL-4 treatment exhibited a trend (*p* = 0.086) toward lower capacities to increase the number of BrdU^+^APC^+^ newly generated oligodendrocytes in microglia-depleted mice versus microglia-competent mice, supporting a potential role of microglia in IL-4-afforded oligodendrogenesis. Importantly, IL-4 treatment still resulted in a significant enhancement of BrdU^+^APC^+^ oligodendrocyte regeneration in microglia/macrophage-depleted stroke mice (Fig 7F and 7G). Considering the expression of IL-4R on oligodendrocyte linage cells, these results indicate that IL-4 may exert microglia/macrophage-independent effects on oligodendrocyte regeneration after demyelination.

### Intranasal IL-4 treatment exerts minimal effects on adaptive immune cell populations

Consistent with a previous study in a model of multiple sclerosis [31], we found that repeated intranasal IL-4 administration did not change T-lymphocyte subpopulations or B lymphocytes in the blood (S6A–S6C Fig), suggesting that the nasal application of IL-4 has minimal systemic effects on these peripheral immune cells. Additionally, intranasal IL-4 did not affect the composition of infiltrated lymphocytes in the brain (S6D Fig). These data do not support the involvement of adaptive immune responses in IL-4-afforded neuroprotection.

### IL-4 directly stimulates OPC differentiation in primary OPC cultures

Consistent with a direct effect of IL-4 on oligodendrocytes, in vitro studies showed that IL-4 at a concentration range of 5–100 ng/mL directly stimulated the differentiation of neuron-glia antigen 2 (NG2)^+^ OPCs into MBP^+^ mature oligodendrocytes without the aid of microglia (Fig 8A and 8B). IL-4 at concentrations of 10 or 20 ng/mL induced OPC differentiation that was comparable to the effects of a T3 cocktail typically used to induce OPC differentiation in vitro. The effect of IL-4 on OPC differentiation was indeed IL-4R-dependent, because specific IL-4Rα neutralizing antibodies (IL-4RAbs) blocked the IL-4-induced increase in mRNA expression of the mature oligodendrocyte marker *mbp* (Fig 8C). IL-4 at a concentration range of 5–100 ng/mL had no effect on OPC survival (S7A and S7B Fig) or proliferation (S7C Fig).

**Fig 8:**
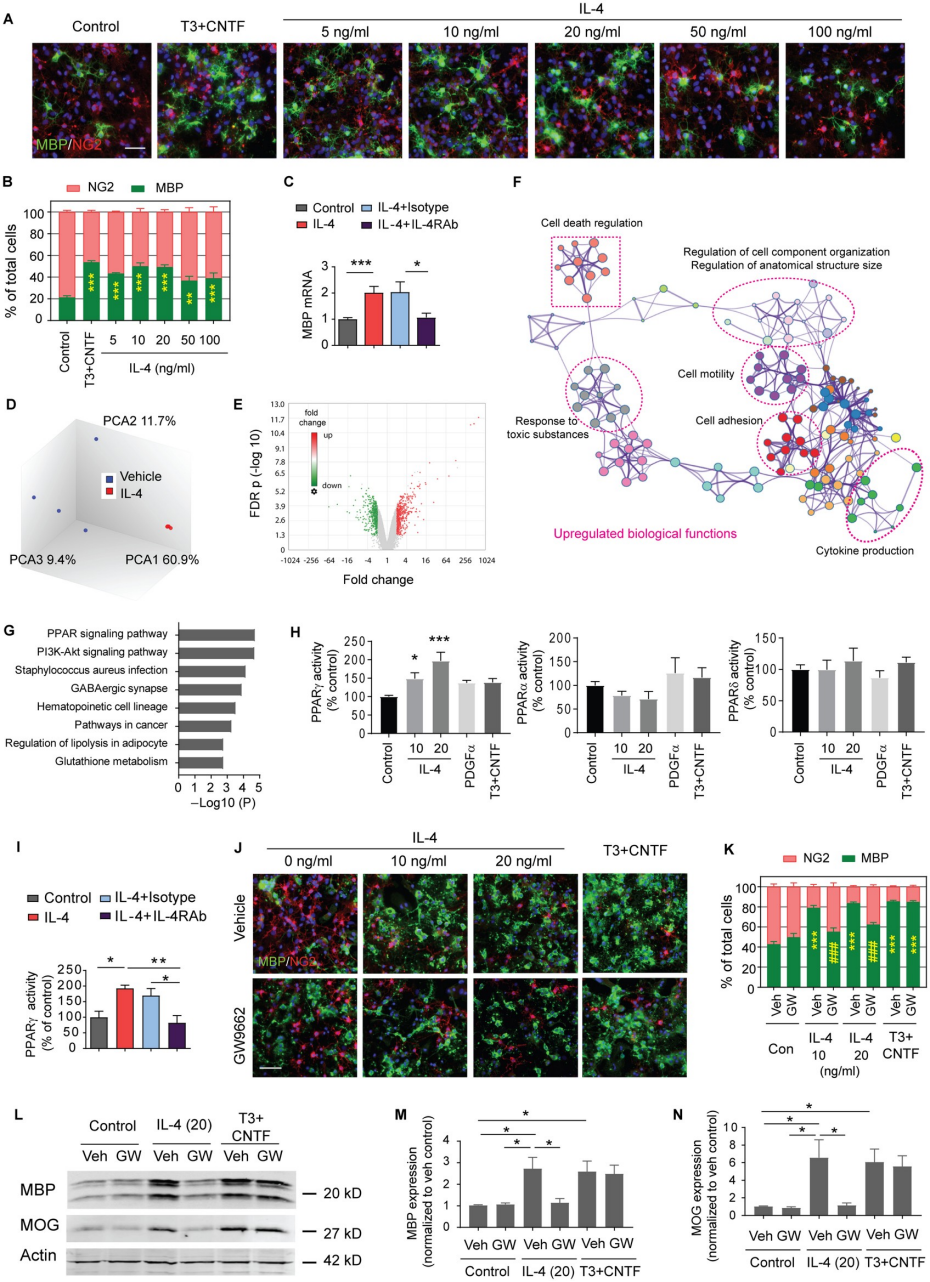
PPARγ is essential for IL-4-induced OPC differentiation in vitro. (A-C) OPCs were treated with vehicle (PBS), various concentrations of IL-4, or T3 (50 ng/mL)+CNTF (10 ng/mL) for 3 d. (A) Double staining of MBP (green) and NG2 (red). Nuclear staining with DAPI is shown in blue. Scale bar: 50 μm. (B) Quantification of MBP^+^ cells and NG2^+^ cells as percentages of total cells. Three independent experiments in duplicate. **p < 0.01, ***p < 0.001 versus control. Two-way ANOVA and Bonferroni post hoc. (C) Expression of *mbp* was assessed by qRT-PCR 3 d after vehicle or IL-4 (20 ng/mL) treatment. Pretreatment with IL-4RAbs (20 ng/mL) for 30 min blocked the IL-4-enhanced expression of *mbp* compared to isotype control antibodies (20 ng/mL). Data are fold change relative to control. *n* = 5–9/group. *p < 0.05, ***p < 0.001. Student’s *t* test. (D-G) Microarray analyses on OPCs treated with PBS or IL-4 (20 ng/mL) for 3 d. *n* = 4/group. (D) PCA of microarray expression profiles. (E) Volcano plot. (F) Network plot showing enriched GO biological processes that were up-regulated by IL-4 treatment. (G) KEGG pathways that were significantly up-regulated in IL-4-treated OPCs. (H) Quantification of PPAR DNA binding activity. *n* = 4/group. *p < 0.05, ***p < 0.001 versus control. One-way ANOVA and Bonferroni post hoc. (I) Quantification of PPARγ DNA binding activity in vehicle or IL-4 (20 ng/mL)–treated OPCs, with or without IL-4Rα neutralizing Ab or isotype IgG (20 ng/mL). *n* = 4–6/group. *p < 0.05, **p < 0.01. One-way ANOVA and Bonferroni post hoc. (J-N) OPCs were treated with the PPARγ inhibitor GW9662 (0.5 μM) or DMSO (“Veh”) for 30 min, followed by IL-4, vehicle control (PBS), or T3+CNTF for 5 d. (J) Immunostaining of MBP (green) and NG2 (red). Scale bar: 50 μm. (K) Quantification of MBP^+^ cells and NG2^+^ cells as percentages of total cells. Three independent experiments in duplicate. ***p < 0.001 versus control. ###*p* < 0.001 versus IL-4+veh. Two-way ANOVA and Bonferroni post hoc. (L) Representative western blots of MBP and MOG. (M-N) Quantification of MBP (M) and MOG (N) expression in western blots. *n* = 3/group. *p < 0.05. One-way ANOVA and Bonferroni post hoc. Data associated with this figure can be found in the supplemental data file (S1 Data). CNTF, ciliary neurotrophic factor; FDR, false discovery rate; GO, gene ontology; IgG, immunoglobulin G; IL-4, interleukin-4; IL-4RAb, IL-4 receptor α neutralizing antibody; KEGG, Kyoto Encyclopedia of Genes and Genomes; MBP, myelin basic protein; MOG, myelin oligodendrocyte glycoprotein; NG2, neuron-glia antigen 2; OPC, oligodendrocyte progenitor cell; PCA, principal component analysis; PDGFα, platelet-derived growth factor alpha; PI3K, phosphoinositide 3-kinase; PPAR, peroxisome proliferator-activated receptor; qRT-PCR, quantitative reverse transcription PCR.

### PPARγ is essential for IL-4-induced OPC differentiation and maturation

Microarray analyses were performed to further elucidate the mechanisms underlying the promotion of oligodendrogenesis by IL-4. OPCs were treated with PBS or IL-4 (20 ng/mL) for 3 d. Total RNA extraction from cell pellets was used for the Affymetrix Clariom S rat array. 

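OPC cultures prepared from neonatal rat brain, after a round of shaking meant to remove microglia, were compared on 8 arrays, 4 from cultures given PBS and 4 from cultures given IL-4 at 20 ng/mL for 3 d. Each sample had its own array, and the methods state 4 biologic replicates per condition. Every value is a level of RNA of a whole culture, and the share of OPCs in it was not measured here. The authors performed the image analysis in Affymetrix Expression Console and analysed the data in Transcriptome Analysis Console 4.0. The values used here are their log2 signals for 23188 probe sets, which are already background corrected, normalized between arrays and summarized per probe set by RMA. On this scale a difference of 1 is a 2-fold change. Median values lay between 6.1 and 6.2 on the 8 arrays, and the highest value of an array was near 20. Arrays have no read depth, so the precision is set by the number of arrays and the spread among them. From these values, IL-4 was compared with PBS by limma, with p adjusted by the Benjamini-Hochberg method over all 23188 probe sets, and no further normalization was applied. A probe set was called at an adjusted p under 0.05 with a change of more than 2-fold, the thresholds of the paper, and a gene of a list is said to have risen or fallen at an adjusted p under 0.05 alone. At that lower threshold 2776 of all 23188 probe sets rose and 4563 fell, as did 156 and 119 of 1051 dim olfactory receptor genes. The counts of each list are to be read beside these shares. A gene symbol could be given to 15049 probe sets from the array's probe table and to 225 more from S1 and S2 Tables, and 7914 have none. The 29 gene lists and the rule for the genes named were fixed before the data were examined but after S1 and S2 Tables had been read, so the direction of a gene in those tables is not independent evidence. Members that complete a count of 5 or fewer were named after their values were seen. Camera, which sets a list against all other genes, was run with a preset correlation of 0.01 between genes and its p adjusted over the 29 lists. Of the 9 lists that passed it, none passed with an estimated correlation.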

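The 4 IL-4 arrays differed from the 4 PBS arrays in level along a single main axis, and the PBS arrays differed among themselves in the genes of several brain cell types. The mean of 28 myelin genes ran from 13.26 to 14.32 on the PBS arrays and from 14.37 to 14.45 on the IL-4 arrays. The mean of 38 genes of microglial and macrophage identity ran from 8.17 to 8.52 on 3 PBS arrays, was 9.54 on PBS array 4, and ran from 8.55 to 8.67 on the IL-4 arrays. The mean of 21 neuronal genes was highest on PBS array 1 at 8.72 and lay between 7.88 and 7.99 on the IL-4 arrays. The mean of 31 genes of the response of macrophages to IL-4 and STAT6 ran from 5.90 to 6.17 on the PBS arrays and from 6.59 to 6.68 on the IL-4 arrays.

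**Figure D1:**
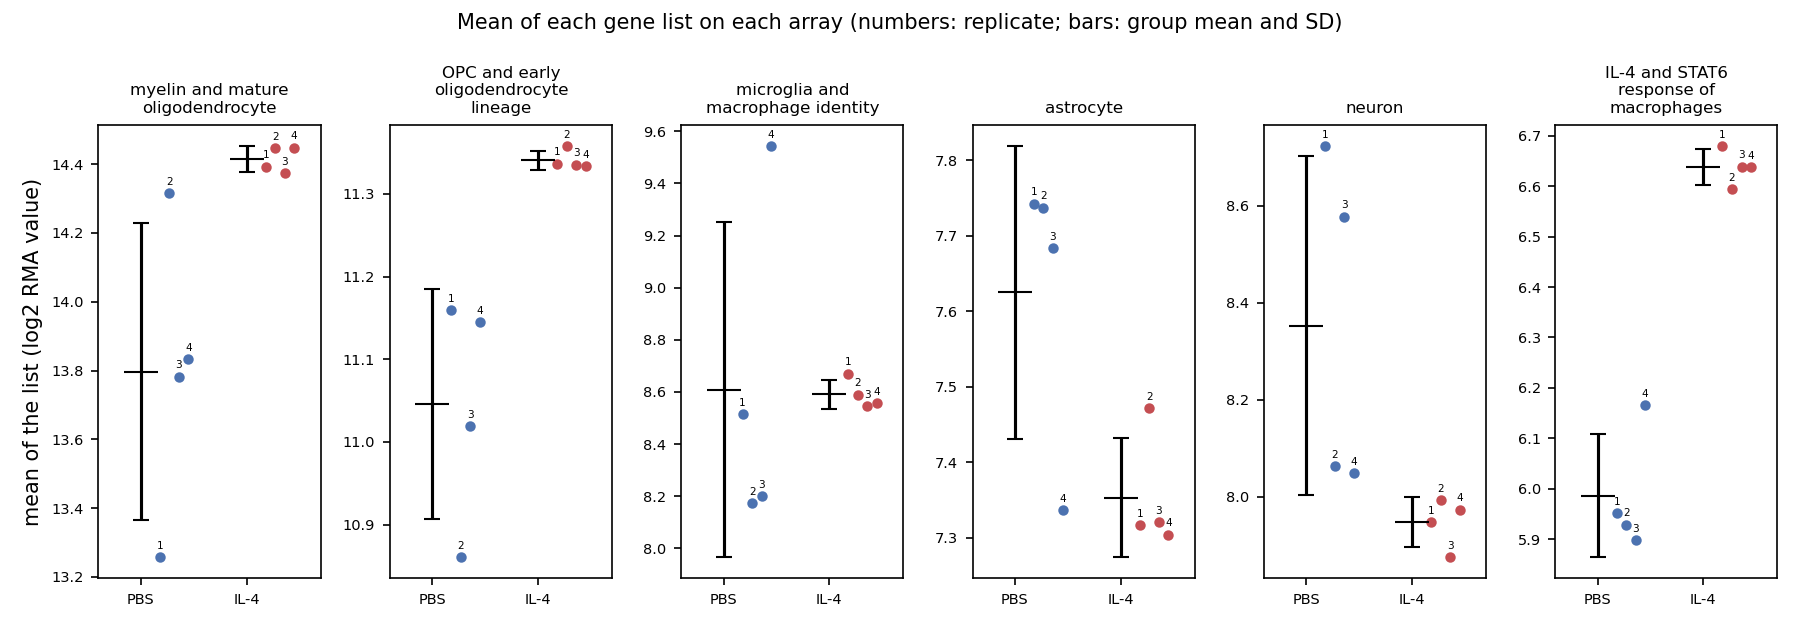
Mean log2 RMA value of each of 6 gene lists on each array, by treatment, with points for single arrays numbered by replicate and bars for the mean ± SD of 4 arrays. PBS array 4 lies apart from the other PBS arrays for the microglial list at 9.54, and the IL-4 arrays lie close together for every list shown.

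The principal components were computed from all 23188 probe sets, centred per probe set and not scaled. Component 1 held 59.0% of the variance, component 2 held 11.9% and component 3 held 10.0%. On component 1 the PBS arrays lay between -49.1 and -31.8 and the IL-4 arrays between 38.9 and 40.8. On component 2 the PBS arrays lay between -37.8 and 29.7 and the IL-4 arrays between -2.03 and 1.26. The mean Euclidean distance between arrays of different treatments was 92.5, which is 1.72 times the mean distance within treatments. This ratio was the largest of the 35 ways to split 8 arrays into 4 and 4 (exact permutation test, one-sided, p = 0.029, the smallest p that 35 splits allow), and the next largest was 1.11. The mean distance was 63.6 among the PBS arrays and 44.0 among the IL-4 arrays. The median SD of a probe set was 0.22 among the PBS arrays and 0.15 among the IL-4 arrays, and the SD was higher among the PBS arrays for 15674 of 23188 probe sets (67.6%).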

Principal component analysis (PCA) showed clustering of samples in a treatment-dependent manner (Fig 8D). In total, 996 differentially expressed genes (DEGs) were identified (false discovery rate [FDR] < 0.05; and fold change > 2), out of which 495 were up-regulated and 501 were down-regulated in IL-4-treated OPCs relative to PBS-treated OPCs (Fig 8E, S1 and S2 Tables). 

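The genes that rose most with IL-4 included several that are known from macrophages. Of these, Ccl24 is in the list of the macrophage response to IL-4 and P2ry13 in that of microglial and macrophage identity. Fcrl2, also of the identity list, is among the largest falls. Ccl24, a chemokine that attracts eosinophils, went from 4.15 ± 0.08 to 12.55 ± 0.20 on the log2 scale (mean ± SD, n = 4 arrays each), a log2 difference of 8.40 (standard error 0.12, adjusted p = 7.6e-12). The other genes among the 11 with the largest rise had log2 differences of 8.81 for Apol7b, 7.07 for Ms4a7, 5.95 for Acp5, 5.13 for Ptgs1, 4.29 for Pltp, 4.22 for P2ry13, 3.9 for Mmp12 and 3.81 for Adgrg5. Acp5 encodes tartrate-resistant acid phosphatase, Ptgs1 cyclooxygenase 1, Pltp the phospholipid transfer protein, P2ry13 an ADP receptor of microglia and Mmp12 the macrophage metalloelastase. The predicted genes LOC100911761 and LOC100910973 had log2 differences of 9.36 and 7.02. LOC100911761 and Apol7b reached nearly the same level with IL-4, at 14.07 ± 0.04 and 14.08 ± 0.16 (mean ± SD, n = 4), and whether their probes read separate transcripts was not tested. The PBS levels of Ccl24, Mmp12, Adgrg5 and LOC100911761, and the IL-4 levels of Serpina3n, Fcrl2 and Enpp3, are under 5, within 1 log2 unit of the mean of the olfactory receptor genes, so the size and order of these changes cannot be read exactly. The symbols of LOC100911761, Ms4a7 and Adgrg5 come from S1 Table.

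**Figure D2:**
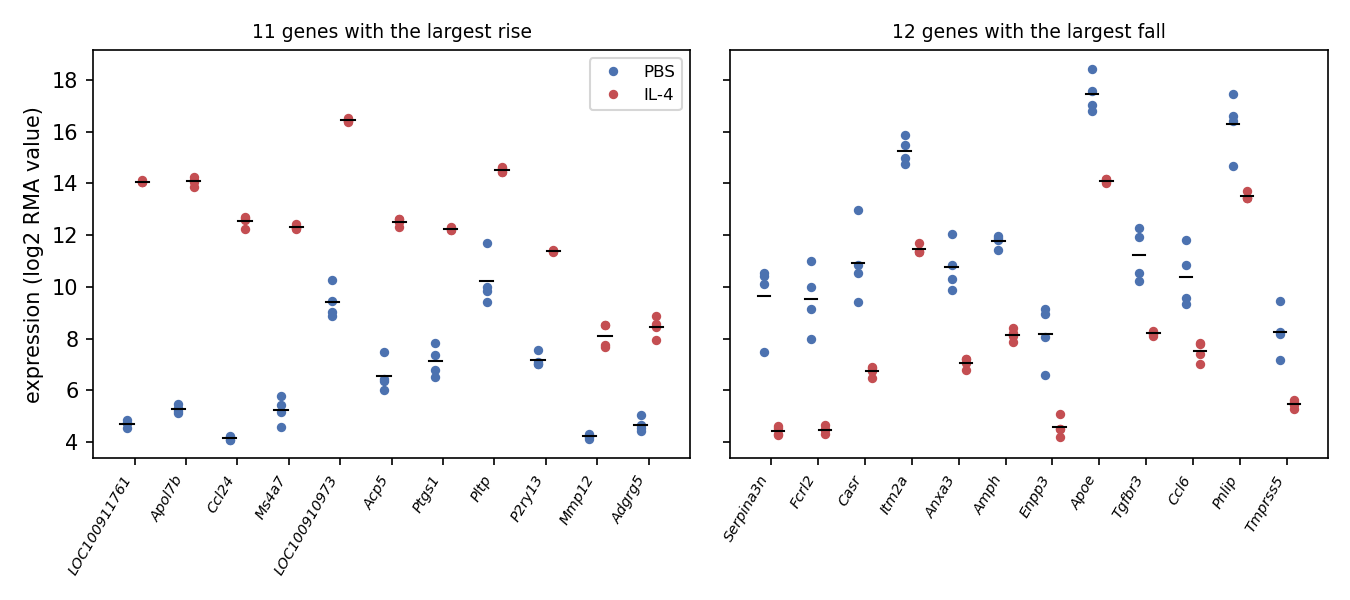
Log2 RMA value on each array for the 11 genes with the largest rise and the 12 with the largest fall, among called genes whose treatments do not overlap, with points for single arrays and black bars for means of 4 arrays. Ccl24 lies near 4.15 on the PBS arrays and 12.55 on the IL-4 arrays, and Apoe near 17.47 and 14.10.

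Among the 12 genes with the largest fall, the protease inhibitor Serpina3n went from 9.64 ± 1.45 to 4.43 ± 0.18 (mean ± SD, n = 4 arrays each), a log2 difference of -5.21 (standard error 0.55, adjusted p = 1.5e-04). Apoe, the main lipid carrier made by glia, had a log2 difference of -3.37 (standard error 0.29, adjusted p = 4.0e-05), and it ranks 283 of 23188 probe sets by brightness. The remaining log2 differences were -5.05 for Fcrl2, -4.20 for Casr, -3.82 for Itm2a, -3.71 for Anxa3, -3.62 for Amph, -3.61 for Enpp3, -3.04 for Tgfbr3, -2.88 for Ccl6, -2.79 for Pnlip and -2.79 for Tmprss5. Casr encodes the calcium-sensing receptor, Amph amphiphysin of endocytosis, Tgfbr3 a coreceptor of TGF-beta, Ccl6 a chemokine and Pnlip pancreatic lipase.
At an adjusted p under 0.05 with more than a 2-fold change, limma called 500 probe sets higher and 543 lower with IL-4, and 121 of these 1043 have no symbol. Without the fold threshold, 2776 were higher and 4563 lower. After quantile normalization the counts were 566 higher and 447 lower, so which direction holds more calls at 2-fold depends on the scaling. Without the fold threshold they were then 3279 and 3582, still more lower but with a smaller gap. Over all 23188 probe sets, the 4 IL-4 arrays lay wholly above or below the 4 PBS arrays for 7599 (32.8%), where chance gives 2.86%. Of the 1043, 858 are in S1 or S2 Table and 185 are not. When the 4 close-lying IL-4 arrays were averaged to 1 sample, which keeps the log2 differences but leaves a single value assumed to vary like the PBS arrays, 56 probe sets were called higher and 16 lower.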

The gene ontology (GO) enrichment analysis was then performed using the Metascape analysis [32] (http://metascape.org). The top 20 enriched GO terms in three categories (biological processes, cellular components, and molecular functions) were identified in the up-regulated DEGs by IL-4 treatment (S8A Fig). 

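Genes of cell motility and the actin cytoskeleton rose more often than they fell with IL-4, while genes of adhesion, cytokines and cell death moved both ways. Of 57 measured motility genes, 25 rose, 8 fell and 24 did not pass the test (26 rose and 9 fell when adjusted over the list alone). Their median log2 difference was 0.21, and the list ranked above other genes (adjusted p = 5.0e-06 from camera, and adjusted p = 0.10 with an estimated correlation). Besides that of Mmp12, log2 differences were 2.08 for Sema7a and 1.85 for Mmp15. Mmp12 and Mmp15 are metalloproteinases that cut extracellular matrix, and Sema7a is a semaphorin. Mmp12 is best known from macrophages.
Of 54 cell adhesion genes (integrins, cadherins, immunoglobulin adhesion molecules and Cd44), 11 rose, 16 fell and 27 did not pass the test (12 rose and 20 fell when adjusted over the list alone). Log2 differences were -2.07 for Itgal, -1.92 for Cdh11, -1.87 for Cd34 and 1.85 for Pecam1, where Cd34 with IL-4 and Pecam1 with PBS lie under 5, so their size cannot be read exactly. Itgal, an integrin of leukocytes, and the cadherin Cdh11 fell, and Pecam1, an adhesion molecule of endothelium and leukocytes, rose from 4.42 ± 0.59 to 6.27 ± 0.18 (mean ± SD, n = 4 arrays each). The adhesion list had a median of -0.11 and did not pass camera (adjusted p = 0.93, up). Fry, which tests a list against no change and not against other genes, gave it an adjusted p = 0.034, down.
Of 73 cytokine and chemokine genes, 13 rose, 13 fell and 47 did not pass the test (13 rose and 13 fell when adjusted over the list alone). Besides Ccl24 and Ccl6, the T cell costimulatory ligand Tnfsf9 had a log2 difference of 2.27 (standard error 0.20, adjusted p = 4.6e-05), and Spp1, which encodes osteopontin, one of -2.41 (standard error 0.63, adjusted p = 0.015). Spp1 stood at 9.66 on PBS array 4 and at 5.74 to 7.39 on the other PBS arrays. The list's median was -0.015 and its mean 0.11 (adjusted p = 0.17 from camera, up). Of 45 regulators of cell death, 12 rose, 10 fell and 23 did not pass the test (13 rose and 12 fell when adjusted over the list alone). Bcl2l11, which encodes the pro-apoptotic protein Bim, had a log2 difference of 2.38 (standard error 0.31, adjusted p = 4.6e-04). The secreted protein gene Lcn2 had one of 1.93 (standard error 0.60, adjusted p = 0.031), with 11.16 on PBS array 2 and 15.00 on PBS array 4. Log2 differences were -2.04 for Zmat3, a p53 target, and -1.72 for the death receptor Tnfrsf21. The cell death list had a median of -0.062 and a mean of 0.016 (adjusted p = 0.66 from camera, up). Of these 4 lists, S1 and S2 Tables hold 22 motility, 11 adhesion, 9 cytokine and 10 cell death genes.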

A network plot further captured the relationships between the main regulated biological processes, which were related to cell adhesion and motility, cytokine production, cell responses to external stimuli, cellular component organization, and cell death (Fig 8F). 

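Genes of cholesterol synthesis fell together with IL-4, and vessel development genes fell more often than they rose. Of 21 measured genes of cholesterol synthesis and SREBP2 targets, 0 rose, 16 fell and 5 did not pass the test (0 rose and 20 fell when adjusted over the list alone). At an unadjusted p under 0.05 from limma 0 were higher and 20 lower, and with the methods' t-test 0 and 11 passed. The methods name that test for 2 groups in general, while the authors analysed these arrays in Transcriptome Analysis Console. The median log2 difference was -0.95 (adjusted p = 5.0e-06 from camera, and adjusted p = 0.52 with an estimated correlation). Log2 differences were -2.35 for Tm7sf2, -1.35 for Hsd17b7, -1.18 for Cyp51 and -1.18 for Nsdhl, which all encode enzymes of the later steps from lanosterol to cholesterol. Cyp51 went from 16.20 ± 0.61 to 15.02 ± 0.09 (mean ± SD, n = 4 arrays each). The mean of this list was highest on PBS array 1, at 13.93, against 12.84 to 13.21 on the other PBS arrays and 12.24 to 12.43 on the IL-4 arrays. Of 18 genes of fatty acid synthesis, 3 rose, 4 fell and 11 did not pass the test (3 rose and 4 fell when adjusted over the list alone). The genes that fell were Acss2, Elovl6, Hacd1 and Acly, with log2 differences of -1.77, -1.44, -1.13 and -0.40. Those that rose were Pnpla3, Scd and Srebf1, with 0.67, 0.56 and 0.46. The fatty acid list as a whole had a median of -0.029 and a mean of -0.11 (adjusted p = 0.78 from camera, up).
Of 41 vessel development genes, 2 rose, 15 fell and 24 did not pass the test (5 rose and 18 fell when adjusted over the list alone). Besides Anxa3 and Tgfbr3, the largest falls were -2.27 for Adm and -2.25 for Anxa2 on the log2 scale, where Adm encodes the vasodilator adrenomedullin. The genes that rose were Efnb2, at 1.1 (standard error 0.22, adjusted p = 0.0042), and Fgf2, at 0.41 (standard error 0.14, adjusted p = 0.047). Camera gave the vessel list an adjusted p = 0.086, and adjusted p = 0.49 with an estimated correlation. This p was under the threshold after quantile normalization (adjusted p = 0.044), with the replicate block (adjusted p = 0.045), with the IL-4 arrays averaged (adjusted p = 0.049), without PBS array 3 (adjusted p = 0.049) and without IL-4 array 1 (adjusted p = 0.047), over a range of 0.044 to 0.49 in camera's alternatives.
Of 50 developmental growth factors and receptors, 10 rose, 11 fell and 29 did not pass the test (10 rose and 11 fell when adjusted over the list alone). Gfra1, a receptor of glial cell line-derived neurotrophic factor, had a log2 difference of -2.10, its relative Gfral -2.0 (under 5 with IL-4, so not exact) and the cyclin-dependent kinase inhibitor Cdkn1c -1.56. The growth factor Igf1 rose by a log2 difference of 1.54 (standard error 0.38, adjusted p = 0.011), with 13.79 on PBS array 4 against 11.63 to 12.17 on the other PBS arrays. The list's median was -0.069 and its mean -0.15 (adjusted p = 0.999 from camera, up), and against no change fry gave an adjusted p = 0.013, down.

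**Figure D3:**
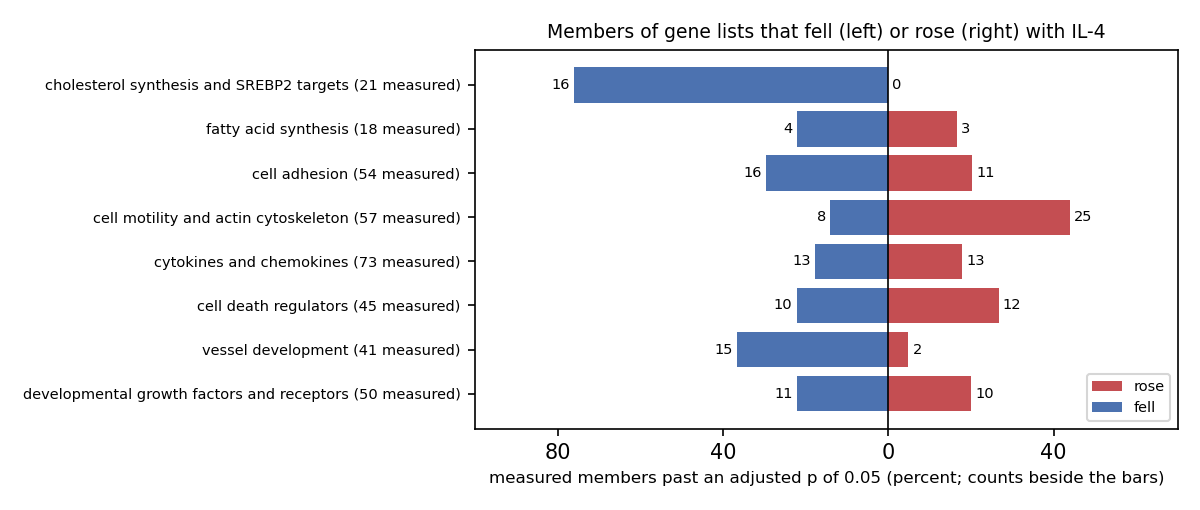
Share of the measured members of 8 gene lists that fell (left) or rose (right) with IL-4 at an adjusted p under 0.05 from limma, with the counts beside the bars. Cholesterol synthesis has 16 of 21 members lower and 0 higher, and cell motility has 25 of 57 higher and 8 lower.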

The enriched GO terms among the down-regulated DEGs in IL-4-treated OPCs represent biological processes such as developmental growth, small molecule biosynthetic process, vessel development, and responses to nutrients and peptides (S8B Fig). These results indicated changes in cell mobilization, growth, differentiation, and defense in IL-4-treated OPCs. 

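Among genes of myelin and mature oligodendrocytes, of the macrophage response to IL-4 and of OPCs, more rose than fell with IL-4, although most members of each list did not pass the test. Markers of microglia, astrocytes and neurons moved both ways. Of 28 measured genes of myelin and mature oligodendrocytes, 11 rose, 2 fell and 15 did not pass the test (14 rose and 2 fell when adjusted over the list alone). The median log2 difference was 0.34 (adjusted p = 4.5e-04 from camera, and adjusted p = 0.57 with an estimated correlation, and adjusted p = 0.13 from fry). The largest rises were 3.31 for Mal, 3.05 for Hapln2, 2.42 for Ermn and 2.22 for Ndrg1 on the log2 scale. Mal and Ermn encode proteins of mature myelin. Mal went from 7.62 ± 1.94 to 10.93 ± 0.10 (mean ± SD, n = 4 arrays each), with 4.99 on PBS array 1 and 9.30 on PBS array 2. Mog rose by a log2 difference of 1.02 (standard error 0.35, adjusted p = 0.046) and Mbp by one of 0.37 (standard error 0.10, adjusted p = 0.018). Mog stood at 11.04 on PBS array 1, at 12.34 to 13.19 on the other PBS arrays and at 13.21 to 13.39 on the IL-4 arrays. Mbp was the 7th brightest of 23188 probe sets, at 19.45 ± 0.10 with PBS and 19.82 ± 0.005 with IL-4 (mean ± SD, n = 4 arrays each), close to the highest value of its arrays. After quantile normalization its log2 difference was -0.066. The housekeeping gene Actb, the 5th brightest, had one of 0.40 (standard error 0.10, adjusted p = 0.011) and of -0.015 after quantile normalization. The myelin genes that fell were Plekhb1 and the transcription factor Myrf, with log2 differences of -1.56 (standard error 0.14, adjusted p = 4.6e-05) and -0.67 (standard error 0.14, adjusted p = 0.0048). 
Of 21 genes of OPCs and the early lineage, 7 rose, 2 fell and 12 did not pass the test (7 rose and 2 fell when adjusted over the list alone). The log2 differences of the largest size were 2.50 for Sox4, 1.04 for Id2, 0.95 for Vcan and 0.89 for Matn4. The transcription factors Nkx2-2 and Sox10 fell, with log2 differences of -0.84 (standard error 0.14, adjusted p = 0.0019) and -0.46 (standard error 0.11, adjusted p = 0.011). Log2 differences of other lineage markers named in the paper were -0.59 for Cspg4, which encodes NG2 (adjusted p = 0.27), 0.05 for Pdgfra (adjusted p = 0.93) and 0.23 for Olig2 (adjusted p = 0.20). The list's median was 0.23 (adjusted p = 0.038 from camera, and adjusted p = 0.23 with an estimated correlation). This call was lost after quantile normalization (adjusted p = 0.081) and without PBS array 2 (adjusted p = 0.11), within a range of 0.021 to 0.23 over camera's alternatives.
Of 31 genes of the response of macrophages to IL-4 and STAT6, 12 rose, 2 fell and 17 did not pass the test (12 rose and 2 fell when adjusted over the list alone). The median was 0.24 (adjusted p = 3.4e-04 from camera, and adjusted p = 0.092 with an estimated correlation). Besides Ccl24, log2 differences were 3.25 for Mrc1, 2.46 for Clec10a and 1.67 for Il1rn, of which Mrc1 encodes the mannose receptor CD206 that the paper stains in microglia. The members that fell were Arg1 and Cdh1, with log2 differences of -0.63 and -0.46, but both lie under 5 with either treatment, as Clec10a and Il1rn do with PBS, so the size of these 4 changes cannot be read exactly. Stat6 itself rose by a log2 difference of 0.53 (standard error 0.16, adjusted p = 0.029), and Il4r had a log2 difference of 0.34 (standard error 0.17, adjusted p = 0.14).
Of 38 genes of microglial and macrophage identity, 9 rose, 8 fell and 21 did not pass the test (10 rose and 12 fell when adjusted over the list alone). Their median was 0.16 and their mean -0.018 (adjusted p = 0.30 from camera, up). Besides P2ry13, the complement gene C1qb rose by a log2 difference of 1.96 (standard error 0.27, adjusted p = 6.0e-04) and Aif1 by one of 1.01 (standard error 0.24, adjusted p = 0.0092). Besides Fcrl2, the lysozyme gene Lyz2 fell, with a log2 difference of -2.70 (standard error 0.77, adjusted p = 0.021), with 14.70 on PBS array 4 and 10.06 to 11.73 on the other PBS arrays. Without PBS array 4, 16 of these genes rose and 10 fell (adjusted p = 0.0030 from camera, up; range 0.0030 to 0.88 over camera's alternatives).
Of 23 astrocyte genes, 4 rose, 9 fell and 10 did not pass the test (4 rose and 10 fell when adjusted over the list alone) (adjusted p = 0.32 from camera). Gfap rose by a log2 difference of 1.05 (standard error 0.12, adjusted p = 2.4e-04), and the other genes that rose were S100b, Slc1a2 and Atp1b2, at 2.39, 1.63 and 0.75. Gpc5 and Chrdl1 fell, at -2.54 and -1.43. Of 21 neuronal genes, 3 rose, 6 fell and 12 did not pass the test (3 rose and 7 fell when adjusted over the list alone) (adjusted p = 0.74 from camera). Vsnl1, Tubb3, Syt1 and Thy1 were at -2.42, -2.09, -1.76 and -1.75, while Map2, Scg2 and Gad1 rose, at 0.61, 0.55 and 0.45. Rbfox3, which encodes NeuN, had a log2 difference of 0.19 (standard error 0.17, adjusted p = 0.41). Of 21 endothelial, mural and fibroblast genes, 6 rose, 5 fell and 10 did not pass the test (8 rose and 7 fell when adjusted over the list alone). Their median was -0.0075 and their mean 0.043 (adjusted p = 0.46 from camera, up), with 1.44 for Esam, and the genes that fell were Fn1, Pdgfrb, Col3a1, Rgs5 and Cdh5, at -1.53, -1.14, -1.1, -0.85 and -0.59. Gpc5, Chrdl1 and Thy1 lie under 5 with IL-4, and Scg2, Pdgfrb, Col3a1, Rgs5 and Cdh5 with both treatments, so their differences cannot be read exactly either. Of 10 T and B lymphocyte genes, 0 passed the limma test, 0 passed when adjusted over the list alone or with the methods' t-test, and 1 had an unadjusted p under 0.05 from limma (adjusted p = 0.46 from camera). The smallest p among them belonged to Cd8a, at 0.33 (standard error 0.15, adjusted p = 0.11), and Lck, at 0.29 (standard error 0.15, adjusted p = 0.17).
From the terms enriched among the up-regulated and down-regulated genes (Fig 8F, S8 Fig), the paper infers changes in mobilization, growth, differentiation and defense of OPCs given IL-4.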

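Among genes drawn as members of the PPAR signaling map, a few of lipid handling rose by a large amount with IL-4, and about as many members fell as rose. Of 67 measured members, 12 rose, 11 fell and 44 did not pass the test (12 rose and 11 fell when adjusted over the list alone). Those called up at more than 2-fold were Pltp, Cpt1a, Fabp4 and Plin2. Cpt1a, which brings long-chain fatty acids into mitochondria, had a log2 difference of 3.12 (standard error 0.54, adjusted p = 0.0020), with 10.56 on PBS array 2 and 7.25 to 8.20 on the other PBS arrays. The fatty acid carrier Fabp4 had one of 1.53 (standard error 0.12, adjusted p = 2.4e-05) and the lipid droplet protein Plin2 one of 1.18 (standard error 0.20, adjusted p = 0.0016). Pltp, counted with PPAR targets here and also known as a target of LXR, stood at 11.69 on PBS array 4 and 9.40 to 9.98 on the other PBS arrays, below the 14.43 to 14.62 of the IL-4 arrays. Fabp5, another fatty acid carrier, fell, with a log2 difference of -2.11 (standard error 0.32, adjusted p = 0.0010). The receptor genes themselves were at 0.33 (standard error 0.15, adjusted p = 0.11) for Pparg, -0.24 (standard error 0.23, adjusted p = 0.47) for Ppara and 0.47 (standard error 0.14, adjusted p = 0.026) for Ppard, of which Pparg and Ppara lie under 5 with both treatments. The list's median was -0.068 and its mean 0.04 (adjusted p = 0.55 from camera, up; adjusted p = 0.61 from fry, down).

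**Figure D4:**
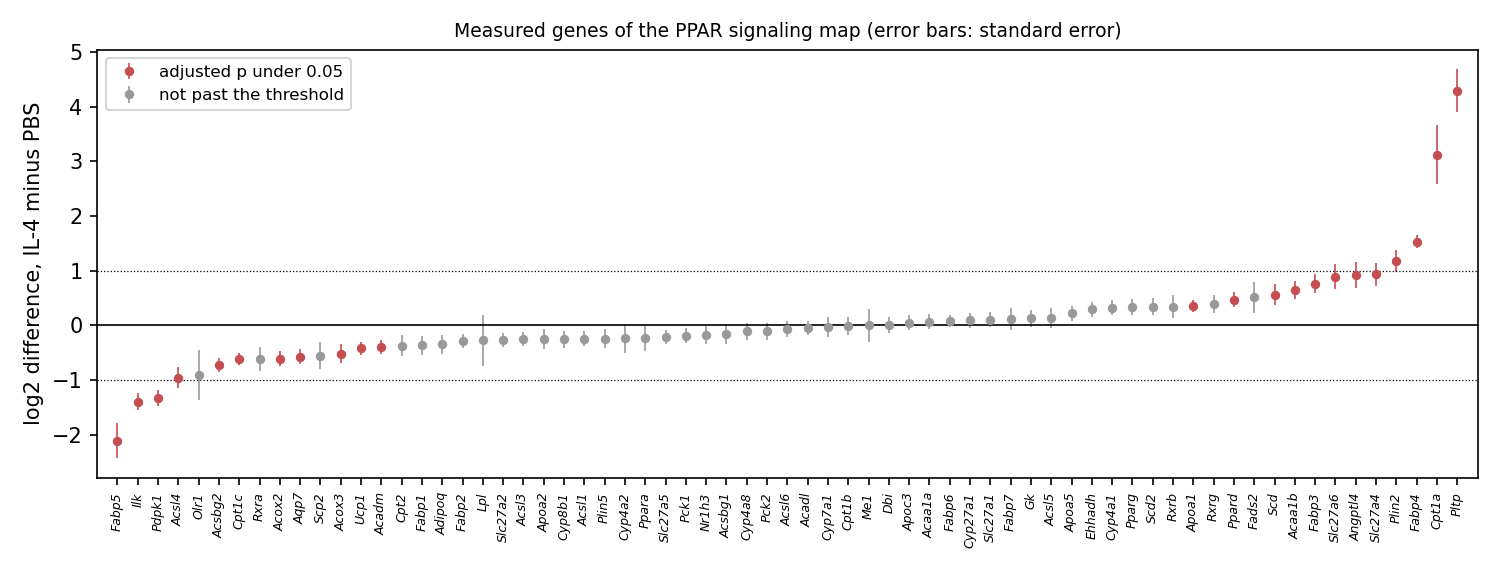
Log2 difference (IL-4 minus PBS, n = 4 arrays each) of the 67 measured genes of the PPAR signaling map, ordered by size, with the standard error from limma, red at an adjusted p under 0.05, and dotted lines at a 2-fold change. Pltp and Cpt1a stand highest, and Fabp5 lowest at -2.11.

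Enrichment was tested with a one-sided Fisher's exact test of 345 genes called up among 15037 genes with 1 symbol, for 6 of the maps in Fig 8G, with p adjusted over the 6. The 500 probe sets called up include some without a symbol from the array's probe table, which could not enter. The PPAR map held 4 of 67 (2.60 times the expected number, adjusted p = 0.068). The Staphylococcus aureus infection map, which lists complement and Fc receptor genes, held 6 of 34 (7.69 times the expected number, adjusted p = 6.5e-04), among them C1qb and, at 1.82 and 2.26 on the log2 scale, C1qc and Fcgr2b. Fcgr2b stood at 12.57 on PBS array 4, above the 12.03 to 12.40 of the IL-4 arrays, and at 8.56 to 9.82 on the other PBS arrays. C1qb is also among the microglial identity genes, and the mean of this map's 34 genes was 7.06 on PBS array 4, 6.30 to 6.53 on the other PBS arrays and 6.70 to 6.76 on the IL-4 arrays. The GABAergic synapse map held 6 of 75 (3.49 times the expected number, adjusted p = 0.015), with the receptor subunits Gabra4 and Gabrr1 at 1.58 and 1.44, while the subunit Gabrg1 and the glutamine transporter Slc38a3 fell, with log2 differences of -1.48 (standard error 0.12, adjusted p = 2.4e-05) and -1.59 (standard error 0.23, adjusted p = 7.7e-04). The glutathione metabolism map held 5 of 47 (4.64 times the expected number, adjusted p = 0.013), namely Gstp1, Rrm2, Hpgds, Gsta4 and Gstm2 at 1.90, 1.82, 1.59, 1.13 and 1.07, of which Rrm2 makes deoxyribonucleotides for DNA synthesis. Mgst1 and Idh1 of the same map were at -1.90 and -1.83. The hematopoietic cell lineage map held 5 of 65 (3.35 times the expected number, adjusted p = 0.025), namely Il7r, Csf1r, Cd4, Cd44 and Cd59b at 2.94, 1.39, 1.38, 1.30 and 1.03, and its members Cd37 and Cd22 were at -2.35 and -2.11. The mean of its 65 genes was 5.98 on PBS array 4, 5.62 to 5.71 on the other PBS arrays and 5.68 to 5.79 on the IL-4 arrays. The map of lipolysis regulation in adipocytes held 4 of 49 (3.56 times the expected number, adjusted p = 0.031), namely Ptgs1, Fabp4, Plaat3 and Adcy7, where Plaat3 and Adcy7 were at 1.48 and 1.18. Lipe, which encodes hormone-sensitive lipase, fell, with a log2 difference of -1.80 (standard error 0.13, adjusted p = 1.5e-05).
Fabp4, Gabrr1, Gstm2 and Il7r lie under 5 with PBS and Mgst1 with IL-4, so the size of their differences cannot be read exactly. Counted over all measured members of each map at an adjusted p under 0.05, 10 rose and 6 fell of 34 on the Staphylococcus aureus map (12 and 10 when adjusted over the list alone), 16 and 11 of 75 on the GABAergic map (16 and 11 when adjusted over the list alone), 10 and 10 of 65 on the hematopoietic map (10 and 10), 10 and 7 of 49 on the lipolysis map (10 and 7) and 10 and 11 of 47 on the glutathione map (12 and 11). The lipolysis and glutathione maps had medians of -0.035 and -0.025 and means of 0.12 and 0.044. None of these maps passed camera (adjusted p from 0.12 to 0.42). The maps were chosen by the study on these samples, so none is independent evidence. The PPAR enrichment passed with array weights (adjusted p = 0.0078), after quantile normalization (adjusted p = 0.038) and without PBS array 4 (adjusted p = 0.011) or 2 (adjusted p = 0.039). In settings chosen after seeing the values, it also passed with Tukey's biweight means (adjusted p = 0.011). It passed too with the 359 genes of S1 Table that have 1 symbol in the array's probe table as up-regulated genes (6 of 67, adjusted p = 0.010). Its range was 0.0078 to 1, and no map passed with the IL-4 arrays averaged to 1 sample (lowest adjusted p = 0.46), where the log2 differences are the same but 38 genes are called up and under 0.2 members per map are expected, so a loss there says little of a map. Without 1 array the Staphylococcus aureus map held 4 of 34 in 7 of 8 cases (adjusted p up to 0.038, 4.96 times the expected number at the lowest) and 9 of 34 without PBS array 4 (adjusted p = 1.1e-06). The hematopoietic enrichment was lost without PBS array 1, 2 or 3 (adjusted p = 0.17, 0.20 and 0.42) or any of the 4 IL-4 arrays (adjusted p from 0.064 to 0.19), the GABAergic one without PBS array 3 (adjusted p = 0.10) and the lipolysis one when dim genes were left out (adjusted p = 0.10).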

A Kyoto encyclopedia of Genes and Genomes (KEGG) pathway analysis identified eight enriched pathways for up-regulated DEGs, of which the PPAR signaling pathway was dramatically up-regulated in IL-4-treated OPCs compared to vehicle-treated cells (Fig 8G). The PPAR transcription factor assay confirmed that PPARγ activity, but not PPARα or PPARδ activities, was up-regulated in OPCs upon IL-4 treatment (Fig 8H); these effects were abolished when IL-4Rα was blocked with a neutralizing antibody (Fig 8I). Furthermore, immunostaining (Fig 8J and 8K) and western blotting (Fig 8L–8N, and S9 Fig) demonstrated that the PPARγ inhibitor GW9662 blocked IL-4-induced expression of mature oligodendrocyte markers (MBP or myelin oligodendrocyte glycoprotein [MOG]), suggesting that PPARγ activation is essential for the OPC differentiation induced by IL-4.

Finally, OPC-specific PPARγ KO (PPARγ-OPC KO) mice were used to confirm the importance of PPARγ signaling in IL-4-enhanced oligodendrogenesis in an in vivo stroke model (Fig 9A). To confirm the KO of PPARγ specifically in OPCs, PDGFRα^+^CD45^−^ OPCs, GLAST^+^CD45^−^ astrocytes, CD45^+^ immune cells, and other CD45^−^GLAST^−^PDGFRα^−^ CNS cells were sorted from the brains collected from PPARγ-OPC KO mice at 9 d after 4-hydroxytamoxifen injections. The DNA extracts were subjected to PCR using primers flanking the loxp site and primers detecting the Cre cDNA. The loxp band was abolished in OPCs because of the targeted deletion after Cre-induced recombination, while remaining intact in astrocytes, immune cells, and other CNS cells sorted from the same brain (Fig 9B). The expression of Cre was detected in the OPCs of the PPARγ-OPC KO mice (Fig 9B). Deletion of PPARγ specifically in OPCs exerted no impact on IL-4R expression on O4^+^ oligodendrocytes (S10 Fig). Vehicle or IL-4 treatment in PPARγ-OPC KO mice resulted in similar neuronal tissue loss (Fig 9C and 9D) and white matter lesion (Fig 9C, 9E and 9F) 35 d after stroke. The lack of PPARγ expression in OPCs did not significantly impair oligodendrocyte replacement after stroke, as shown by comparable numbers of BrdU^+^APC^+^ cells in the ischemic brain from PPARγ-OPC KO mice and control mice at 35 d after MCAO (Fig 9G and 9H). However, the absence of PPARγ in OPCs reduced the capacity of IL-4 to increase the number of newly generated BrdU^+^APC^+^ oligodendrocytes (Fig 9G and 9H). Consistent with a reduced capacity to promote oligodendrogenesis, IL-4 failed to improve long-term sensorimotor (Fig 9I and 9J) or cognitive (Fig 9K–9M) deficits after stroke in the absence of PPARγ.

**Fig 9:**
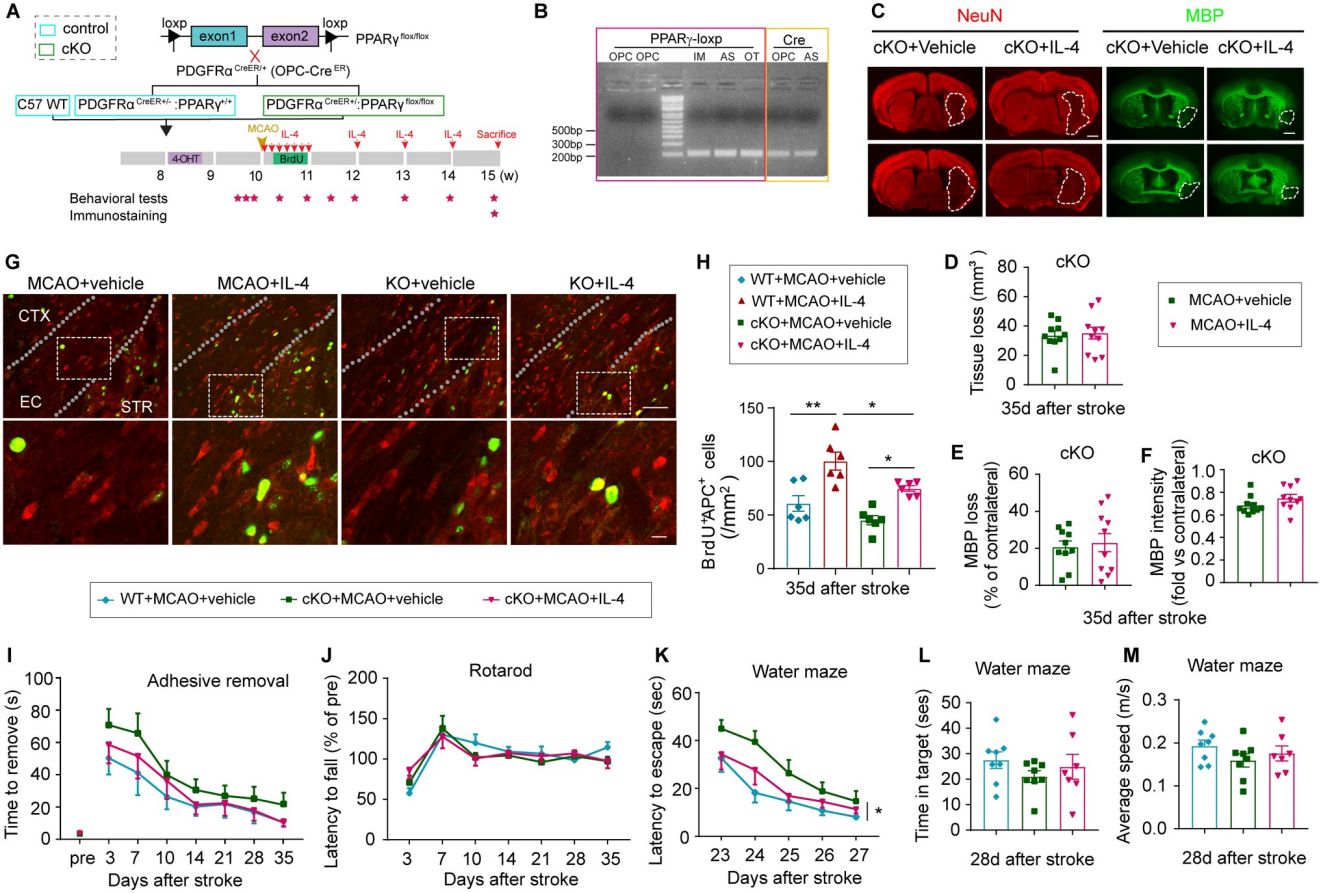
PPARγ is essential for IL-4-induced OPC differentiation and long-term functional improvements after stroke. (A) Experimental design. (B) PDGFRα^+^CD45^−^ OPC, GLAST^+^CD45^−^ AS, CD45^+^ IM, and CD45^−^GLAST^−^PDGFRα^−^ other CNS cells (“OT”) were sorted from the brains of PPARγ-OPC KO mice at 9 d after the final 4-OHT injection. The DNA extracts were subjected to PCR using primers flanking the loxp site and primers detecting the Cre cDNA. (C) Representative images of NeuN and MBP immunostaining in brain sections. Scale bar: 1 mm. (D) Neuronal tissue loss was quantified by NeuN immunostaining. *n* = 10/group. (E) White matter injury was quantified by MBP immunostaining. The data was expressed as the % loss of MBP^+^ area compared to the MBP^+^ area of contralateral hemisphere. *n* = 10/group. (F) Quantification of MBP intensity. Data are calculated as fold change compared to corresponding contralateral areas. *n* = 10/group. (G) Representative images of BrdU (green) and APC (red) immunostaining. The dotted white lines trace the boundaries of the EC. White squares indicate the areas enlarged in the images below. Scale bars: 50 μm (upper) and 10 μm (lower). (H) Quantification of the number of BrdU^+^APC^+^ cells in the ischemic areas. *n* = 6/group. *p < 0.05, **p < 0.01. One-way ANOVA and Bonferroni post hoc. (I-J) Sensorimotor functions were assessed by the adhesive removal test (I) and Rotarod test (J). *n* = 10–13/group. Two-way ANOVA repeated measurement and Bonferroni post hoc tests. (K-M) Long-term cognitive functions were evaluated in the Morris water maze. *n* = 7–8/group. *p < 0.05. Two-way repeated ANOVA (K) or one-way ANOVA (L-M) and Bonferroni post hoc. Data associated with this figure can be found in the supplemental data file (S1 Data). 4-OHT, 4-hydroxytamoxifen; APC, adenomatous polyposis coli; AS, astrocytes; BrdU, 5-bromo-2′-deoxyuridine; CNS, central nervous system; CTX, cortex; EC, external capsule; IL-4, interleukin-4; IM, immune cells; KO, knockout; MBP, myelin basic protein; MCAO, middle cerebral artery occlusion; OPC, oligodendrocyte progenitor cell; PPARγ, peroxisome proliferator-activated receptor gamma; STR, striatum; WT, wild-type.

## Discussion

A number of preclinical and clinical studies have reported an association between IL-4 levels and stroke pathology. For example, IL-4 expression increases transiently at early time points in the ischemic brain, which is attributed, at least partly, to its release from injured neurons or from infiltrated immune cells [19]. Cerebral IL-4 levels then return to baseline within 1 wk after stroke [16, 19]. In patients, serum levels of IL-4 are known to change following an acute stroke [33]. Furthermore, IL-4 gene polymorphisms are related to susceptibility to ischemic stroke and subsequent functional outcomes [34, 35]. Finally, a recent study reported the expression of IL-4R surrounding axonal filaments in postmortem brain tissue from patients with multiple sclerosis [31]. Although these clinical and experimental data are correlative, the present series of in vivo and in vitro studies firmly establish a causal link between IL-4 repletion and white matter integrity in preclinical stroke models. Deficiency of endogenous IL-4 exacerbated white matter disruption, whereas intranasal IL-4 treatment—even when delayed until 6 h post-stroke—improved the structural and functional integrity of white matter.

An improvement in white matter integrity might be achieved in two ways: preservation of preexisting white matter structures or enhancement of white matter repair. Our data favor the latter as the predominant mechanism of action for IL-4. First, longitudinal DTI revealed similar reductions in FA values shortly after stroke in vehicle or IL-4-treated mice, indicating comparable degrees of initial white matter injury during the early/acute phase. A significant improvement in white matter microstructure was only observed in IL-4-treated animals in later stages of recovery (28 and 35 d after stroke). These results strongly suggest a delayed effect of IL-4 on white matter repair, rather than preservation shortly after injury. Second, electron microscopy (EM) and histological studies revealed structural signs of remyelination in the ischemic brain, including thinner myelin segments than before stroke, and reduced paranode length with Caspr/Nav1.6 staining [36]. Each of these structural alterations were significantly improved by IL-4 treatment, indicating superior remyelination. Third, IL-4 treatment increased the number of new, mature oligodendrocytes (APC^+^BrdU^+^) in the ischemic brain 35 d after stroke. Such improvements in oligodendrogenesis are critical for successful remyelination. Finally, the LPC model of demyelination–remyelination unequivocally confirmed the white matter–specific effects of IL-4 in remyelination. As expected, the IL-4-mediated reconstitution of myelin structure culminated in functional improvements in neural conduction and behavioral performance, despite no changes in the degree of gray matter loss. Although IL-4 is important for white matter repair after brain injury, the IL-4 KO mice do not display deficits in myelin coverage in organotypic brain slice cultures under physiological conditions. This observation is consistent with the view that different mechanisms control myelin sheath formation during normal development and remyelination [36].

Although our T2 scanning did not show significant reductions in brain lesion size under conditions of IL-4 repletion, there was a trend toward lesion volume reduction at 14–35 d after stroke. As the IL-4 treatment was initiated 6 h after stroke, it remains possible that IL-4 may provide some degree of early protection [16]. It is also possible that some NeuN^+^ neurons remaining within the gray matter of mice without IL-4 might not be physiologically functional, although they are still histologically present, perhaps because their communication via white matter tracts is significantly impeded.

A previous study using mixed glial cultures demonstrated that the addition of IL-4 promotes the differentiation of OPCs into MBP-expressing oligodendrocytes in vitro, an effect mainly attributed to IL-4-mediated anti-inflammatory effects [37]. An additional conclusion emerging from our studies is that IL-4 enhances white matter repair at least partially independent of its well-established anti-inflammatory effects on microglia/macrophages. In IL-4-treated stroke mice, we observed an anti-inflammatory phenotypic change in microglia/macrophages, which is known to promote remyelination after CNS injury [28]. However, dramatic depletion of microglia/macrophages in the ischemic brain did not abolish the capacity of IL-4 to enhance oligodendrocyte replacement, supporting the involvement of microglia/macrophage-independent mechanisms. In vitro studies then confirmed that IL-4 can also directly target white matter components and promotes OPC differentiation into mature oligodendrocytes in the absence of microglia/macrophages. Previous fate mapping studies revealed that OPCs are responsible for generating new oligodendrocytes during remyelination [38, 39]. However, the differentiation of OPCs is frequently impaired in lesioned brains, mainly because of nonpermissive environmental cues [40–42]. We found that IL-4 treatment may overcome these obstacles for OPC differentiation in the ischemic brain, both directly by promoting OPC differentiation and indirectly through immunomodulation. Notably, endogenous oligodendrocyte differentiation has been observed until as late as 3 mo after CNS injuries [39], and this prolonged effort may provide a sufficiently wide therapeutic window that allows delayed IL-4 treatment to restore white matter and encourage long-term stroke recovery.

In the present study, we report a previously undefined mechanism of IL-4, namely that it directly induces OPC differentiation by activating PPARγ signaling. PPARγ is a master transcription factor known to promote OPC differentiation and maturation though manifold mechanisms involving enhanced myelin lipid synthesis, reduced oxidative stress, and promotion of mitochondrial function [43, 44]. Our previous work has shown that rosiglitazone, a PPARγ agonist, enhanced OPC proliferation and increased the number of newly generated mature oligodendrocytes after MCAO [45]. In addition, PPARγ may interact with histone deacetylases to modulate cell differentiation [46]. We demonstrated here that PPARγ inhibition abolished the effect of IL-4 on OPC differentiation in vitro and that OPC-specific KO of PPARγ in vivo reduced IL-4-enhanced oligodendrocyte replacement in the ischemic brain. These collective results indicate that IL-4-induced oligodendrocyte differentiation/maturation relies at least partially on the activation of PPARγ activity in OPCs. Precisely how IL-4/IL-4R engages PPARγ activity is not yet known, but several studies suggest that IL-4 may activate PPARγ in macrophages and other cell types through signal transducer and activator of transcription 6 (STAT6) signaling [37, 47]. Whether this pathway is also operational in OPCs lies beyond the scope of the present study but warrants further investigation.

Aside from the cell-specific effects of IL-4 on OPCs, we note that IL-4R is widely distributed in many types of CNS cells as well as infiltrated immune cells. Several lines of evidence from our study support the capacity of IL-4 to target multiple types of cells in addition to oligodendrocytes. First, we did not observe significant differences in the density of BrdU^+^APC^+^ cells between WT and PPARγ-OPC KO mice following MCAO, suggesting that endogenous IL-4 is able to promote white matter integrity by targeting other types of cells. Second, although PPARγ inhibition eliminated the effect of IL-4 on OPC differentiation in cultures, the absence of PPARγ in OPCs reduced, but did not abolish, the capacity of IL-4 to increase the number of newly generated oligodendrocytes in vivo. These results suggest that PPARγ expression in OPCs is an important but not exclusive mechanism for IL-4-induced oligodendrogenesis in preclinical stroke. Indeed, we observed that IL-4 treatment robustly promoted microglia/macrophage polarization toward an anti-inflammatory M2phenotype, as mentioned above. IL-4-stimulated microglia have been shown to release IL-4 induced 1 (IL4I1), which in turn augments remyelination [48]. Thus, direct and indirect effects on microglia/macrophages may contribute to the white matter repair afforded by IL-4. It has also been reported that the effects of IL-4 on adaptive immune responses contribute partially to recovery from neurotrauma [49]. In our hands, however, repeated intranasal IL-4 administration did not change T-lymphocyte subpopulations or B lymphocytes in blood and did not alter the composition of infiltrated lymphocytes. These data dispute the involvement of adaptive immune responses in IL-4-afforded neuroprotection in our stroke model.

Aside from its roles in immunoregulation, IL-4 can also directly target other types of CNS cells. For example, a recent study reported that the activation of IL-4R signaling in neurons may increase axonal outgrowth and ameliorate axonal pathology in a model of multiple sclerosis [31]. In this context, it is important to note that we did not observe improvements in the DTI measurement for axonal integrity (AD, λ_||_). In other disease models, multiple factors including inflammation, cellular infiltration, and gliosis may contribute to AD at chronic stages of disease. Therefore, the measurement of λ_||_ appears to lack sufficient resolution to distinguish axonal damage/repair versus confounding cellular responses over the course of progressive demyelination [50]. On the other hand, our EM data demonstrated an increase in axon diameter in IL-4-treated mice compared to vehicle-treated controls, supporting a beneficial role of IL-4 in maintaining axonal structure. These structural data were supported by our electrophysiological studies of axon conductance. Preservation of axonal structure and electrical function might provide an important feedback signal for OPC differentiation and guide remyelination [51, 52], preventing Wallerian degeneration of neurons after ischemia and enhancing white matter repair. In addition to these mechanisms, astrocytes are known to produce trophic factors in response to IL-4 stimulation, including brain-derived neurotrophic factor (BDNF) and nerve growth factor (NGF), both of which are also critical for brain function and brain repair [53].

A series of in vitro studies assessed the effective concentrations of IL-4 in various types of CNS cells. For example, IL-4 regulates microglia activity at concentrations of 1–20 ng/mL [19, 54]. IL-4 inhibits inflammatory responses and boosts trophic factor release in astrocytes at 5–10 ng/mL [53]. IL-4 protects neurons against excitotoxicity and stimulates axonal outgrowth in vitro at 50 ng/mL [31]. In the present study, IL-4 directly stimulated OPC differentiation within a concentration range of 5–100 ng/mL. These collective studies reveal similar effective IL-4 concentrations (in nanoscales) in glial and neuronal cells of the CNS. Indeed, it is precisely the multitargeting capacities of low-dose IL-4 that may render it an excellent therapy for CNS injuries characterized by a wide array of pathological mechanisms.

The ultimate implementation of preclinical research into clinical treatments requires extensive information on safety, optimal dose, route, and schedule of administration, among other variables. In the present study, IL-4 stimulated OPC differentiation in cultures at a concentration range of 5–100 ng/mL, and the optimal concentration was 10–20 ng/mL. Although there is neither a mathematical nor empirical method to accurately convert in vitro concentrations to in vivo intranasal dosage, these in vitro data support the capacity of IL-4 to directly target OPCs at low concentrations. Previous preclinical studies have similarly documented therapeutic effects of low doses of IL-4 in ischemic stroke and other neurological diseases. For example, subcutaneous IL-4 application at 2 μg/kg/d [19] or intracerebroventricular application of IL-4 at 60 ng/d [16] significantly improved long-term outcomes after stroke. Vogelaar and colleagues reported that intrathecal or intranasal (1 μg/d) IL-4 treatment ameliorated clinical signs and reversed disease progression in a model of multiple sclerosis [31]. Those studies, however, did not measure IL-4 concentrations in the brain after treatment. Here, we delivered IL-4 intranasally at a dose of 50 μg/kg/d (about 1.25 μg/d based on 0.025 kg average body weight), which significantly elevated IL-4 levels in key parts of the brain. This dose is similar to the effective intranasal dose for Vogelaar’s study and improved long-term functional recovery in our stroke model. Repeated dosing regimens or controlled continuous release was employed for all in vivo IL-4 treatment because of its rapid clearance and inactivation. The use of liposome-entrapped peptides has been reported to protect the cytokine and enhance its tissue delivery [55, 56]. Consistent with those findings, we demonstrated that IL-4 liposome nanoparticle delivery elevated IL-4 levels in the brain for at least 24 h. Further characterization of the optimal regimen of IL-4 treatment for stroke would accelerate its clinical translation.

Despite growing awareness of the importance of white matter restoration in poststroke rehabilitation, there is no effective therapy to preserve white matter function or to improve its repair in humans. Our study has uncovered a novel role of IL-4 in poststroke white matter recovery—a role that lies beyond its well-known immunoregulatory functions. Furthermore, we have shown that IL-4 promotes oligodendrogenesis and white matter repair in a PPARγ-dependent manner. Therefore, it seems reasonable to continue to test IL-4 as a therapeutic strategy for functional recovery after ischemic stroke. In particular, the intranasal route enables CNS IL-4 delivery, which is expected to significantly reduce the risk of peripheral side effects and expedite the eventual translation of IL-4 treatment for stroke victims.

## Materials and methods

### Ethics statement

All animal procedures were approved by the University of Pittsburgh Institutional Animal Care and Use Committee (approval number: 18032546), performed in accordance with the *National Institutes of Health Guide for the Care and Use of Laboratory Animals*, and reported in accordance with the *Animal Research*: *Reporting In Vivo Experiments* (ARRIVE) guidelines. All efforts were made to minimize animal suffering and the number of animals used. All animals were housed in a temperature- and humidity-controlled facility with a 12-h light/dark cycle. Food and water were available ad libitum.

### Experimental animals

C57BL/6J WT, IL-4 KO, PPARγ^flox/flox^, and PDGFRα^CreER^ mice were purchased from Jackson Laboratory (Bar Harbor, ME, United States). PDGFRα^CreER(+/−)^PPARγ^flox/flox^ mice were bred from PPARγ^flox/flox^ and PDGFRα^CreER^ mice. The depletion of PPARγ in OPCs was induced in PDGFRα^CreER(+/−)^PPARγ^flox/flox^ mice (8-wk-old males) by intraperitoneal injection of 4-hydroxytamoxifen (H7904, Sigma, St. Louis, MO, USA, 0.1 mg in 100 μL corn oil, daily for 5 consecutive days). For microglia/macrophage depletion, PLX5622 (Plexxikon, Berkeley, CA, USA) was supplied to mice (9–10 wk old, 25–30 g body weight) in the diet (Research Diets, New Brunswick, NJ, USA) at 1,200 PPM (1,200 mg/kg of chow), starting 7 d prior to surgery and continuing until the end of experiments.

### Murine models of transient cerebral ischemia

Transient cerebral ischemia was induced by intraluminal occlusion of the left middle cerebral artery (MCA) for 60 min, as described previously [57]. Sham-operated animals underwent the same anesthesia and exposure of arteries without MCAO. Briefly, mice were anesthetized with 3% isoflurane in a 30% O_2_/68.5% N_2_O mixture until they were unresponsive in the tail-pinch test. Mice were then fitted with a nose cone blowing 1.5% isoflurane in a 30% O_2_/68.5% N_2_O mixture under spontaneous breathing for anesthesia maintenance. An 8–0 monofilament with a silicon-coated tip was introduced into the common carotid artery, advanced to the origin of the MCA, and left in place to limit MCA blood flow for 60 min. Rectal temperature was controlled at 37.0 ± 0.5 °C using a temperature-regulated heating pad during surgery. Regional cerebral blood flow was measured in all stroke animals using laser Doppler flowmetry. Animals that did not display at least 70% reduction in regional cerebral blood flow during MCAO compared to pre-ischemia levels were excluded from further experimentation. Surgeries and quantification were performed by investigators blinded to animal genotypes and experimental grouping. Animals were randomly assigned to sham or cerebral ischemia groups and received randomized treatments using a lottery drawing box. A grand total of 287 mice (64 sham-operated and 223 ischemic mice) were used in this study, including 26 mice that were excluded from further assessments, either because of death after ischemia or failure of ischemia induction. The mortality during MCAO surgery was 7.6% in WT male mice (12/158), 14.3% in IL-4 KO male mice (1/7), 11.1% in microglia/macrophage-depleted mice (3/27), and 12.5% in PPARγ-OPC KO mice (3/24). There was no significant difference in mortality rate across groups.

### Intranasal IL-4 nanoparticle preparation and administration

Lecithin (150 mg) and cholesterol (15 mg) were dissolved in 5 mL of a chloroform–methanol mixed solution (3:1, volume:volume). A lipid layer was formed after evaporating the mixed solvent under vacuum distillation. Recombinant IL-4 protein (1 mg, Peprotech, Rocky Hill, NJ, USA) was dissolved in 5 mL of water and then added to the lipid layer for hydration for about 30 min. The mixture was homogenized by ultrasonic probes for 15 min in an ice bath and then filtered through a 0.45-μm membrane. The free IL-4 protein was removed by ultrafiltration with centrifugal filter units (100-KDa cutoff). The particle size and zeta potential of IL-4 protein-loaded liposomes were determined by dynamic light scattering (DLS). The concentration of IL-4 protein was determined by the bicinchoninic protein determination kit (Thermo Fisher Scientific, Pittsburgh, PA, USA).

Animals were randomly assigned to receive vehicle or IL-4 (50 μg/kg body weight, intranasal) nanoparticle treatment starting 6 h after MCAO and repeated at 1–7 d, 14 d, 21 d, and 28 d post-surgery. Briefly, under isoflurane anesthesia, five 2-μL drops (total 10 μL) of IL-4 nanoparticles were applied alternately into each nostril with a 2-min interval between drops. Control animals received an equal volume of vehicle control using the same anesthesia and delivery regimen.

### BrdU injections

In order to label proliferating cells, animals were intraperitoneally injected with the thymidine analogue BrdU (50 mg/kg, B9285, Sigma, St. Louis, MO, USA) twice a day (with an interval of at least 8 h) for 4 consecutive days, beginning at 3 d after MCAO.

### Behavioral tests

Behavioral tests were performed by an individual blinded to experimental groups. Sensorimotor functions were measured 3–35 d after MCAO.

#### The rotarod test

Briefly, mice were forced to run on a rotating drum (IITC Life Science, Woodland Hills, CA, USA) with speeds starting at 4 rpm and accelerating to 40 rpm within 400 s. Three consecutive trials were conducted for each mouse with an interval of 15 min. The time at which a mouse fell off the drum was recorded as the latency to fall. Data were expressed as mean values from three trials.

#### The adhesive removal test

The adhesive removal test was performed to assess tactile responses and sensorimotor asymmetries. Two 2 × 3-mm adhesive tapes were applied to lesioned forepaws. Tactile responses were measured by recording the time to initially contact the ipsilateral paws, as well as the time to remove the adhesive tape, with a maximum observation period of 120 s.

#### Morris water maze test

Cognitive function was analyzed with the Morris water maze test 23–28 d after MCAO, as described previously [16]. In the learning test, a square platform (11 × 11 cm^2^) was submerged 2 cm beneath the water surface in a circular pool (diameter = 109 cm) of opaque water. Mice were placed into the pool from one of the four locations and allowed to locate the hidden platform for 60 s. Each mouse was trained on 3 trials (with randomly assigned starting positions) per day to locate the platform for three consecutive days before MCAO. At the end of each trial, the mouse was placed on the platform or allowed to stay on the platform for 30 s with prominent spatial cues displayed around the room. The time spent to reach the platform (learning phase) was recorded. Three trials were performed on each day. The memory test was performed on day 28. The platform was removed, and a single 60-s probe trial was conducted. Time spent in the goal quadrant where the platform was previously located was recorded.

### Measurement of tissue loss and MBP loss

Animals were euthanized and perfused with saline followed by 4% PFA (Sigma-Aldrich; St. Louis, MO, USA) in PBS. Brains were cryoprotected in 30% sucrose in PBS. Coronal brain sections (25 μm) were sliced on a freezing microtome, and six equally spaced coronal brain sections encompassing the MCA territory were stained with a rabbit anti-NeuN antibody (ABN78, 1:500; Millipore, Burlington, MA, USA) or rabbit anti-MBP antibody (MBP ab40390, 1:500, Abcam, Cambridge, MA, USA). Loss of NeuN^+^ or MBP^+^ tissue was analyzed by a blinded observer using NIH Image J software. The infarct volume with edema correction was calculated as the volume of the contralateral hemisphere minus the noninfarcted volume of the ipsilateral hemisphere.

### Immunohistochemistry and image analysis

Coronal brain sections were subjected to immunofluorescence staining. Briefly, floating brain sections were blocked with 5% donkey serum in 0.3% Triton X-100 in PBS (PBST) for 1 h at room temperature, followed by overnight incubation with primary antibodies at 4 °C. After three washes in 0.3% PBST, sections were incubated with the appropriate secondary antibodies for 1 h at room temperature. The process was repeated once for double staining. Sections were then washed and mounted with DAPI Fluoromount-G or Fluoromount-G (Southern Biotech; Birmingham, AL, USA). For immunostaining using the mouse primary antibody, the M.O.M kit (BMK-2202, Vector Laboratories; Burlingame, CA, USA) was applied before primary antibodies to block nonspecific signals, according to the manufacturer’s instructions. Primary antibodies included goat anti-Iba1 (ab5076, Abcam, 1:500, Cambridge, MA, USA), mouse anti-CD206 (565250, 1:500, BD Bioscience, San Jose, CA, USA), rat anti-CD16 (553142, 1:500, BD Biosciences, San Jose, CA, USA), rat anti-BrdU (ab6326, 1:500, Abcam, Cambridge, MA, USA), rabbit anti-NG2 (AB5320, 1:400, Millipore, Billerica, MA, USA), mouse anti-APC (OP80, 1:500, Millipore, Billerica, MA, USA), mouse anti-Neurofilament H (NF-H) nonphosphorylated antibody (SMI32; 801701, 1:500, BioLegend, San Diego, CA, USA), mouse anti-Caspr antibody (MABN69, 1:300, Millipore, Billerica, MA, USA), and rabbit anti-Nav1.6 antibody (1:300, ASC-009 Alomone, Jerusalem, Israel). The following secondary antibodies (Jackson ImmunoResearch Laboratories; West Grove, PA, USA) were applied: anti-mouse secondary antibody conjugated with Cy3 (115-165-146), anti-rabbit secondary antibody conjugated with Cy3 (711-165-152), anti-rat secondary antibody conjugated with Cy3 (712-165-153), anti-rabbit secondary antibody conjugated with Alexa Flour 488 (711-545-152), anti-rat secondary antibody conjugated with Alexa Flour 488 (712-545-153), anti-goat secondary antibody conjugated with Alexa Flour 488 (705-545-147), and anti-mouse secondary antibody conjugated with Alexa Flour 488 (715-545-151). All the secondary antibodies were diluted 1:1,000. Confocal microscopy (FluoView FV1000; Olympus, Tokyo, Japan) was used to capture images.

Image analyses were performed on one or two randomly selected microscopic fields in the peri-infarct areas of the EC, two in the cortex, and two in the striatum of each section; two sections covering the infarct area were assessed for each mouse brain. The recorded images were loaded onto Image J (NIH) and were manually quantified by 2 observers blinded to grouping. Positively stained cells were electronically labeled with the software to avoid duplicated counting. The infarct area was identified as the region in which the majority of DAPI-stained nuclei were shrunken. The border of the infarct was determined by the loss of NeuN staining and the accumulation of Iba1^+^ microglia/macrophage or BrdU^+^APC^+^ oligodendrocytes on adjacent sections. We defined the peri-infarct area as the tissue that covers a radial distance of 200–300 μm from the border of the infarct.

### Flow cytometry and ImageStream

Animals were euthanized and perfused with cold saline. Brains were dissected, and the ipsilateral (left) and contralateral (right) hemispheres were collected. Brains were dissociated into a single-cell suspension using a gentleMACS Dissociator (Miltenyl Biotec) following the manufacturer’s instructions. The suspension was passed through a 70-μm cell strainer (Fisher Scientific, Pittsburgh, PA, USA) and resuspended in 30% Percoll (GE Health). Single-cell suspensions were separated from myelin and debris by centrifugation (500*g*, 30 min, 18 °C) on a 30%–70% Percoll gradient. Cells at the interface were collected and washed with Hank’s balanced salt solution (HBSS; Sigma-Aldrich, St. Louis, MO, USA) containing 1% fetal bovine serum (Sigma-Aldrich, St. Louis, MO, USA) and 2 mM EDTA (Sigma-Aldrich, St. Louis, MO, USA) before staining. Blood cells were prepared as described previously [57]. Single-cell samples were first incubated with antibodies to surface antigens for 30 min on ice at 4 °C in the dark. After two washes, cells were fixed and permeabilized with an intracellular staining kit (Thermo Fisher eBioscience, Pittsburgh, PA, USA) according to the manufacturer’s protocol. The antibodies used were as follows: anti-CD45-FITC (Biolegend, 103108, 1:400; San Diego, CA, USA), anti-GLAST-APC (Miltenyi Biotec, 130-098-803, 1:10; Auburn, CA, USA), anti-PDGFRα-PE-Cy7 (Biolegend, 135912, 1:400), anti-O4-APC (Miltenyi Biotec 130-109-155, 1:50), anti-CD11b-PE-Cy7 (Biolegend, 10126, 1:100), anti-NeuN (Abcam, ab209898, 1:100, Cambridge, MA, USA), anti-rabbit IgG BV421 (Biolegend, 406410, 1:100; San Diego, CA, USA), anti-IL-4Rα PE (R & D Systems, FAB530P, 1:20; Eugene, OR, USA), anti-GFAP-AF-488 (BioLegend, 644704; 1:400, San Diego, CA, USA), and anti-A_2_B_5_ (R & D Systems, FAB1416U, 1:20, Eugene, OR, USA). For lymphocyte subpopulation induction, blood or brain cells were stimulated with cell stimulation cocktail (ebioscience, 00-4975-03; Grand Island, NY, USA) for 6 h and stained with fluorophore-labeled antibodies (CD4, CD3, CD8, CD19, Foxp3, IL-4, IL-17, and IFN-γ). Appropriate isotype controls were used according to the manufacturer’s instructions (Thermo Fisher eBioscience, Pittsburgh, PA, USA). Fluorochrome compensation was performed with single-stained OneComp eBeads (Thermo Fisher eBioscience, Pittsburgh, PA, USA). Flow cytometry was performed on the BD LSRII flow cytometer (BD Biosciences). Data analyses were performed using FlowJo software (FlowJo, version 10.0, Ashland, OR, USA). ImageStream analysis was performed using an Amnis Imaging Flow Cytometer (Millipore). Six thousand cells were collected in each sample. Data analyses were performed using IDEAS software (Millipore).

### CAP measurements

CAPs were measured in the EC. Mice were decapitated after CO_2_ euthanasia, and brains were removed. Coronal slices (350 μm thick) were prepared −1.06 mm from bregma and transferred to an incubation chamber containing pregassed (95% O_2_/5% CO_2_) artificial cerebrospinal fluid (aCSF; 126 mmol/L NaCl, 2.5 mmol/L KCl, 1 mmol/L Na_2_H_2_PO_4_, 2.5 mmol/L CaCl_2_, 26 mmol/L NaHCO_3_, 1.3 mmol/L MgCl_2_, 10 mol/L glucose [pH 7.4]) for 30 min at 34 °C and then for 1 h at room temperature (25 °C). Brain slices were then perfused with aCSF at a constant rate (3–4 mL/min) at 25 °C. For recording, a bipolar stimulating electrode (intertip distance, 100 μm) was placed across the CC at about 0.9 mm lateral to the midline. A glass extracellular recording pipette (5–8 MΩ tip resistance when filled with aCSF) was placed in the EC, 0.25, 0.5, 0.75, and 1 mm lateral from the stimulating electrode. The recording at 0.75 mm from the stimulating electrode was reported. The CAP signal was digitized (Digidata 1500B plus humsilencer; Molecular Devices, San Jose, CA, USA), amplified (×1 K), and recorded by the Axoclamp 700B amplifier (Molecular Devices, San Jose, CA, USA). The signal was then analyzed by pClamp 10 software (Molecular Devices, San Jose, CA, USA). The input–output curves were generated by increasing the stimulating intensity by 0.25-mA intervals from baseline, up to 2 mA. The amplitude of the N1 component of the CAP (representing myelinated fibers) was calculated as the variance from the first peak to the first trough.

### Transmission electron microscopy

TEM was used to measure myelin thickness in the CC/EC area. Mice were perfused with ice-cold saline, followed by 4% PFA and 2.5% glutaraldehyde in 0.1 mol/L PBS buffer. The CC/EC tissue near the site of ischemia was microdissected into 1-mm^3^ blocks. These specimens were immersion-fixed for 24 h in 2% glutaraldehyde. Tissue was then rinsed in PBS and fixed in 1% osmium tetroxide in 0.1 M PBS for 45 min. Samples were dehydrated in increasing concentrations of acetone and embedded in Araldite resin. Ultrathin 60-nm sections were cut on a Leica UCT ultramicrotome with a diamond knife (Diatome, Wetzlar, Germany), stained with uranyl acetate and lead citrate, and viewed using a JEM1400 TEM (JEOL, Akishima, Japan). Two sections from each animal were analyzed. Three to 5 images (600 μm^2^ each) were acquired in randomly selected areas within the CC/EC from each section at a magnification of 50,000× and analyzed with Image J by an investigator blinded to experimental groups. At least 50 random axons per animal were analyzed by tracing the axonal circumference and the whole fiber circumference in a blinded fashion. G-ratios were calculated as the ratio of the inner axonal diameter to the total outer diameter (axonal diameter + total myelin sheath thickness).

### MRI

For in vivo MRI, mice were initially anesthetized with 3% isoflurane and then positioned on an animal cradle with a stereotaxic head holder. Anesthesia was maintained between 1% and 1.5% isoflurane throughout the experiment. Respiration and temperature were monitored continuously, and temperature was maintained by a warm animal heating system (SA Instruments, Stony Brook, NY, USA). MRI was performed on a 9.4 T/30-cm AVIII HD spectrometer (Bruker Biospin, Billerica, MA, USA) equipped with a 12-cm high-performance gradient set and using an 86-mm quadrature RF transmit volume coil and a 2-channel receive surface RF coil and Paravision 6.0.1. A T_2_-weighted RARE sequence was used to visualize the infarct, with the following setup: repetition time (TR)/echo time (TE) = 4,000/40 ms, field of view (FOV) = 20 × 20 mm, acquisition matrix = 256 × 256, 16 slices with a slice thickness of 0.5 mm, 4 averages, and a RARE factor = 8. The DTI data were collected using an echo planar imaging (EPI)-DTI imaging sequence with the same geometry as the T_2_-weighted scan, using the following setup: TR/TE = 2,300/22 ms, FOV = 20 × 20 mm, acquisition matrix = 128 × 128, 16 slices with a slice thickness of 0.5 mm, 8 averages, 2 segments, 5 A0 images and 30 noncolinear diffusion images, Δ/δ = 10/3 ms, and a b-value = 1,000 s/mm^2^.

Perfusion-fixed brains were left in the skull and imaged ex vivo using a Bruker AV3HD 11.7 T/89-mm vertical-bore microimaging system equipped with a Micro2.5 gradient set capable of 1,500 mT/m, a 20-mm quadrature RF resonator, and Paravision 6.0.1 (Bruker Biospin, Billerica, MA, USA). DTI data were collected using a multislice spin-echo sequence with 5 A0 images and 30 noncolinear diffusion images with the following setup: TE/TR 22/2,800 ms, 2 averages, 160 × 160 matrix, 16 × 16-mm FOV, 25 slices, 0.5 mm slice thickness, b-value = 3,000 s/mm^2^, and Δ/δ = 11.0/5.0 ms. This setup has been established for the acquisition of high-resolution DTI scanning in small animals [8, 58, 59].

DTI data were analyzed with DSI Studio software (http://dsi-studio.labsolver.org/). ROIs were drawn manually in a blinded manner encompassing the EC and IC in the ipsilesional and contralesional hemispheres to determine FA, AD, and RD. DEC, FA, and RD maps were generated by DSI Studio software.

### PCR

In order to verify cre-induced deletion of flanked PPARγ exons, a pair of primers (forward: 5′-TGTAATGGAAGGGCAAAAGG; reverse: 5′-TGGCTTCCAGTGCATAAGTT) that flank the downstream loxp site were used to perform PCR with genomic DNA. Program for PCR was 98 °C for 1 min; (98 °C for 15 s; 60 °C for 15 s; 72 °C for 15 s) × 38, and then 72 °C for 1 min. A pair of primers that detect the Cre cDNA (forward: 5′-GCGGTCTGGCAGTAAAAACTATC; reverse: 5′-GTGAAACAGCATTGCTGTCACTT) were used as a positive control to confirm the absence of PCR band in OPC was not due to failed PCR protocol itself.

### Microarray

Microarray experiment was performed in the Genomics Research Core in the University of Pittsburgh. Total RNA was prepared from IL-4- or PBS-treated OPCs using Trizol (Qiagen) according to manufacturer’s instruction. Preparation of cDNA was performed using the WT Plus reagent kit (Thermo Fisher) according to the manufacturer’s instructions. Reverse transcription was performed using 100 ng total RNA and dNTP-T7 random primers. Second-strand synthesis and in vitro transcription created amplified cRNA. cDNA from a second reverse transcription reaction was fragmented and end-labeled with biotin for hybridization to the Affymetrix Clariom S rat array. Following overnight (16 h) hybridization at 45 °C with rotational mixing at 60 rpm, arrays were processed on a GeneChip 450 Fluidics Station using manufacturer-specified protocols. To remove unbound sample, arrays were first washed with nonstringent wash buffer A. The GeneChips were then stained for 10 min in stain cocktail 1. Buffer A was again used to wash off excess stain. Signal amplification was achieved by 10-min incubation with stain cocktail 2 followed by a second 10-min incubation with stain cocktail 1. The chip was washed with high-stringency buffer B and filled with Array Holding Buffer before being removed from the fluidics station and scanned using the GeneArray 3000 scanner. First-level image analysis was performed using Affymetrix Expression Console. Four biologic replicates were performed for each experimental condition. Data resulted in 23,188 detected probes that were used for subsequent analysis using Transcriptome Analysis Console (Affymetrix) and Metascape analysis [32] (http://metascape.org). The GO network plot is visualized using Cytoscape, in which terms with a similarity > 0.3 are connected by edges. Each node represents an enriched term and is colored by its cluster ID.

### Primary OPC and oligodendrocyte cultures

Primary OPC cultures were isolated with the differential attachment method. Briefly, brains of mixed-sex Sprague Dawley rat pups (postnatal day 1–2) were triturated after removing the meninges and blood vessels. The brain tissues were dissociated with Trypsin (0.01%) at 37 °C for 15 min. After washing with ice-cold DMEM, the cells were passed through a 70-μm filter and plated onto poly-D-lysine-coated T-flasks filled with culture media (DMEM/F12 containing 10% heat-inactivated fetal bovine serum, 2 mM l-glutamine, 1 mM sodium pyruvate, 100 μM nonessential amino acids, 50 U/mL penicillin, and 50 μg/mL streptomycin) [45]. Cells were grown to confluence (12–14 d in vitro [DIVs]) in a humidified incubator at 37 °C and with 5% CO_2_. Microglia were removed by shaking the mixed glia–containing flasks for 1 h at 180 rpm. After removing microglia, flasks were subjected to shaking at 200 rpm overnight to separate OPCs from the astrocyte layer. OPCs were maintained for 3–5 d in a serum-free basal defined medium (BDM: DMEM, 0.1% bovine serum albumin, 50 μg/mL human apo-transferrin, 50 μg/mL insulin, 30 nM sodium selenite, 10 nM D-biotin, 10 nM hydrocortisone) containing 10 ng/mL PDGF and 10 ng/mL bFGF. For oligodendrocyte induction, OPCs were stimulated with T3 and CNTF (10 ng/mL). The medium was exchanged every 2 d.

### Western blot

Protein was isolated from in vitro cultures. Western blots were performed using the standard SDS-polyacrylamide gel electrophoresis (PAGE) method. The primary antibodies used in this study include rabbit anti-MBP (Cell signaling Technology, 78896, 1:500, Danvers, MA, USA), mouse MOG (Santa Cruz, Sc-166172, 1:200, Santa Cruz, CA, USA), and mouse anti-β-actin (A2228, 1:20,000; Sigma-Aldrich, St. Louis, MO, USA). In brief, polyvinylidene difluoride (PVDF) membranes were blocked in 5% nonfat milk for 1 h at room temperature and then incubated at 4 °C overnight with primary antibodies. Next, the membrane was incubated with secondary antibodies for 1 h at room temperature (1:10,000, LI-COR Biosciences, Lincoln, NE, USA), and scanned with LI-COR Odyssey Infrared Imaging System 9201-550U (LI-COR Biotechnology, Lincoln, NE, USA). ImageJ software was used for gel analyses.

### PPAR activity assay

Nuclear extracts were prepared from OPCs using NE-PE Nuclear and Cytoplasmic Extraction Reagent Kit (Thermo Fisher, 78833, Pittsburgh, PA, USA). PPAR activity was assessed using the PPAR (α, δ, γ) Transcription Factor Assay Kit (Abcam, ab133113, Toronto, ON, Canada) or the PPARγ Transcription Factor Assay Kit (Cayman Chemical, 10006855, Ann Arbor, MI, USA) following the manufacturers’ instructions.

### Organotypic culture preparation, treatment, and immunostaining

The cerebellum and attached hindbrain were isolated from P9 C57BL/6J mouse pups, sectioned sagittally at 300 μm on a McIlwain tissue chopper, and plated onto Millipore-Millicel-CM mesh inserts (Thermo Fisher Scientific, Pittsburgh, PA, USA) in 6-well culture plates with media containing 50% basal medium Eagle (Sigma, St. Louis, MO, USA, B1522), 25% heat-inactivated horse serum (GIBCO 26050–070), 25% Earle’s balanced salt solution (GIBCO 24020–117), 6.5 mg/mL glucose (Sigma G8769), 1% penicillin-streptomycin, and 1% Glutamax. Media were changed every 2–3 d. To induce demyelination, cultures were treated with LPC (Sigma, 0.5 mg/mL) for 17 h. Slices were washed in media for 10 min and treated for 3 or 7 d with PBS or IL-4 (20 ng/mL, IL-4 was added to fresh media every other day). Slices were fixed in 4% PFA for 1 h. Rabbit anti-MBP antibodies (Santa Cruz, Santa Cruz, CA, USA, sc-13914; 1:200) and mouse anti-NF-H antibodies (Abcam, Cambridge, MA, USA, ab8135, 1:1,000) were applied for 48 h at 4 °C. Fluorescence-conjugated secondary antibodies were applied overnight at 4 °C. Slices were mounted onto glass slides and coverslipped with Fluoromount-G. Confocal microscopy (Fluoview FV1000; Olympus, Tokyo, Japan) was used to capture images.

### Myelination assessment and quantification on organotypic cultures

MBP staining intensity was analyzed with Imaris software (Bitplane AG). Morphology reconstructions were carried out with the Imaris FilamentTracer module. Quantitative assessment of myelination was performed in a blinded manner using the Imaris colocalization module. Thresholds for colocalization of red (NFH^+^ axon) and green (MBP^+^ myelin) channels were calculated automatically and maintained across different images from the same batch of staining. A colocalization channel was created and channel statistics were calculated automatically. The myelination index was calculated as the percent of colocalized areas in the total NFH^+^ red pixels above threshold. For each condition, at least 6 slices collected from three independent experiments were analyzed. Two to three fields were imaged from each slice.

### Statistical analysis

Sample sizes for animal studies were determined by power analyses based on pilot studies or the literature. Results are presented as mean ± standard error of the mean (SEM). GraphPad Prism software (version 8.1.0, La Jolla, CA, USA) was used for statistical analyses. The Student’s *t* test was used for comparison of two groups for continuous variables with normal distributions. The Mann-Whitney U rank sum test was used for continuous variables with nonnormal distributions. The differences in means among multiple groups were analyzed using one-way ANOVA. Differences in means across groups with repeated measurements over time were analyzed using the repeated-measures ANOVA. When the ANOVA showed significant differences, pairwise comparisons between means were tested by post hoc Bonferroni tests. The correlation analyses between continuous data with normal distribution were performed using Pearson correlation analysis. Spearman rank correlation analyses were used to test correlations between data sets with nonnormal distributions. In all analyses, *p* < 0.05 was considered statistically significant.

## Supporting information

S1 Fig IL-4Rα expression on oligodendrocyte lineage cells. ImageStream images demonstrate the expression of IL-4Rα on O4^+^ preoligodendrocytes and premyelinating oligodendrocytes (A), A_2_B_5_^+^ OPCs (B), and CD11b^+^ microglia/macrophages (C) 3 d after stroke. IL-4Rα, interleukin-4 receptor α; OPC, oligodendrocyte progenitor cell.
(TIF)

S2 Fig The impact of IL-4 treatment on poststroke white matter integrity. Transient focal ischemia was induced by 60-min MCAO. Stroke mice were post-treated with IL-4 or vehicle starting from 6 h after MCAO at daily intervals for days 1–7 and then every 7 d until 28 d after stroke. (A) Representative axial views (5 sections from rostral to caudal) of DEC maps 35 d after stroke. Arrows indicate the EC. Arrow heads indicate the IC. (B) In ex vivo DTI, the ipsilateral fiber volume was markedly lower than the fiber volume on the contralateral side on day 35 after stroke, indicating white matter fiber loss at that time point. Arrow points to lesioned hemisphere with white matter loss. (C, D) Quantification of AD values in the EC (C) and IC (D) at five axial levels from rostral to caudal. *n* = 6/group. Data are expressed as the ratio of AD value in the ipsilateral (lesioned) side to the AD value in the nonlesioned contralateral hemispheres. Data associated with this figure can be found in the supplemental data file (S1 Data). AD, axial diffusivity; EC, external capsule; IC, internal capsule; IL-4, interleukin-4; DTI, diffusion tensor imaging; MCAO, middle cerebral artery occlusion.
(TIF)

S3 Fig APC is not expressed in GFAP^+^ astrocytes in the ischemic brain. Brain slices collected 35 d after 60-min MCAO were stained for astrocyte marker GFAP (red) and oligodendrocyte marker APC (green). Nuclear staining with DAPI was shown in blue. Scale bar: 40 μm. APC, adenomatous polyposis cell; GFAP, glial fibrillary acidic protein; MCAO, middle cerebral artery occlusion.
(TIF)

S4 Fig IL-4 treatment shifts microglia/macrophage polarization toward an anti-inflammatory phenotype. Brains were collected 7 d and 14 d after 60-min MCAO. Brain slices were stained for microglia/macrophage marker Iba1 and anti-inflammatory phenotype marker CD206 or proinflammatory phenotype marker CD16. (A-B) Quantification of CD206^+^Iba1^+^ anti-inflammatory microglia/macrophages in the peri-infarct areas in CTX and STR at 7 d (A) and 14 d (B) after MCAO. (C-D) Quantification of CD16^+^Iba1^+^ pro-inflammatory microglia/macrophages in the peri-infarct areas in CTX and STR at 7 d (C) and 14 d (D) after MCAO. *n* = 3–5 mice per group. *p < 0.05, **p < 0.01, ***p < 0.001. One-way ANOVA and Bonferroni post hoc tests. Data associated with this figure can be found in the supplemental data file (S1 Data). CTX, cortex; Iba1, ionized calcium binding adaptor molecule 1; IL-4, interleukin-4; MCAO, middle cerebral artery occlusion; STR, striatum.
(TIF)

S5 Fig PLX5622 depletes phagocytes under physiological conditions and after stroke injury. For microglia/macrophage depletion, PLX5622 was supplied in the diet (1,200 mg/kg of chow) to normal mice or stroke mice starting 7 d prior to 60-min MCAO and continued until sacrifice. (A-B) Representative images of double staining for Iba1 (green) and NeuN (red). Scale bar: 50 μm. (C-D) Quantification of Iba1^+^ microglia (C) and NeuN^+^ neurons (D) in sham brains 7 or 28 d after initiation of the PLX5622 diet. *n* = 3/group. (E-F) Quantification of Iba1^+^ microglia/macrophages (E) and NeuN^+^ neurons (F) in ischemic brains 28 d after initiation of the PLX5622 diet (21 d after stroke). *n* = 3/group. (G-H) Flow cytometry of the immune cells in the blood 28 d after initiation of the PLX5622 diet (21 d after stroke). Data are expressed as % of single cells. *n* = 6/group. **p < 0.01; ***p < 0.001. One-way ANOVA and Bonferroni post hoc test (C and D) or Student’s *t* test (E, F, and H). Data associated with this figure can be found in the supplemental data file (S1 Data). Iba1, ionized calcium binding adaptor molecule 1; MCAO, middle cerebral artery occlusion.
(TIF)

S6 Fig Intranasal IL-4 treatment exerts minimal effects on adaptive immune cell populations. Transient focal ischemia was induced by 60-min MCAO. Stroke mice were post-treated with IL-4 or vehicle starting 6 h after MCAO at daily intervals for days 1–7. Animals were sacrificed on day 8 after stroke. (A) Gating strategy for blood lymphocyte populations. (B) Histograms showing the IL-4^+^ Th2 cell, IL-17^+^ Th17 cell, regulatory T cell (Foxp3^+^), and IFNγ^+^ Th cell subpopulations in CD4^+^ T cells in the blood of vehicle or IL-4-treated mice. (C) Quantification of lymphocyte populations in the blood. (D) Quantification of lymphocyte populations in ischemic brains. *n* = 6/group. Student’s *t* test. Data associated with this figure can be found in the supplemental data file (S1 Data). Foxp3, forkhead box P3; IFNγ, interferon gamma; IL-4, interleukin-4; MCAO, middle cerebral artery occlusion; Th, T helper.
(TIF)

S7 Fig IL-4 exerts no effect on OPC survival and proliferation. OPCs were treated with vehicle and various concentrations of IL-4 for 3 d. (A) LDH assay for cell death. (B) MTT assay. (C) Quantification of OPC proliferation using BrdU proliferation kit (Sigma-Aldrich). Three independent experiments, each performed in quadruplicate. Data associated with this figure can be found in the supplemental data file (S1 Data). BrdU, 5-bromo-2′-deoxyuridine; IL-4, interleukin-4; LDH, lactate dehydrogenase; OPC, oligodendrocyte progenitor cell.
(TIF)

S8 Fig GO terms that were significantly enriched in up-regulated (A) or down-regulated (B) DEGs in IL-4-treated OPCs. Microarray analyses were performed on OPCs treated with PBS or IL-4 (20 ng/mL) for 3 d. *n* = 4/group. DEGs that were up-regulated or down-regulated (FDR < 0.05; and fold change > 2) by IL-4 treatment were subjected to GO enrichment analysis using the Metascape analysis. The top 20 enriched GO terms in three categories (biological process, cellular component, and molecular function) are listed. Bars represent gene counts. Circles represent values of −logP. DEG, differentially expressed gene; FDR, false discovery rate; GO, gene ontology; OPC, oligodendrocyte progenitor cell.
(TIF)

S9 Fig Full size western blot images of MOG, MBP, and Actin in Fig 8. MBP, myelin basic protein; MOG, myelin oligodendrocyte glycoprotein.
(TIF)

S10 Fig OPC-specific PPARγ KO shows no impact on IL-4R expression on immature oligodendrocytes. Brain slices were collected from WT or OPC-specific PPARγ KO mice 35 d after 60-min MCAO. Brain slices were stained for O4 (green)—a marker of preoligodendrocytes and premyelinating oligodendrocytes—and IL-4R (red). Yellow arrows indicate double-stained cells. Scale bar: 40 μm. IL-4R, interleukin-4 receptor; KO, knockout; MCAO, middle cerebral artery occlusion; OPC, oligodendrocyte progenitor cell; PPARγ, peroxisome proliferator-activated receptor gamma; WT, wild-type.
(TIF)

S1 Table DEGs up-regulated in oligodendrocyte progenitor cells by IL-4 treatment. DEG, differentially expressed gene; IL-4, interleukin-4.

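S1 Table lists 495 probe sets with their fold changes, and each was computed again from the 8 arrays. All 495 were higher with IL-4 here, and all had an adjusted p under 0.05 from limma. Of them, 427 were also more than 2-fold higher by the difference of group means, and 68 were not, with log2 differences down to 0.77. With Tukey's biweight means, a setting chosen after seeing the values, 493 were called. The median size of the difference between the table's log2 fold change and the one computed here from group means was 0.08. With Tukey's biweight means the difference was at most 0.011.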

(XLSX)

S2 Table DEGs down-regulated in oligodendrocyte progenitor cells by IL-4 treatment. DEG, differentially expressed gene; IL-4, interleukin-4.

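S2 Table lists 501 probe sets. All 501 were lower with IL-4 here at an adjusted p under 0.05 from limma, 431 of them by more than 2-fold, while 70 did not reach 2-fold. With Tukey's biweight means, also chosen after seeing the values, 498 were called. The smallest fall was a log2 difference of -0.75. The table's log2 fold changes differed from those computed here from group means by a median of 0.07, and from those by Tukey's biweight means by at most 0.013.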

(XLSX)

S1 Data Raw data.

## Abbreviations

AD: axial diffusivity
APC: adenomatous polyposis coli
BDNF: brain-derived neurotrophic factor
BrdU: 5-bromo-2′-deoxyuridine
CAP: compound action potential
Caspr: contactin-associated protein
CC: corpus callosum
CNS: central nervous system
DEG: differentially expressed gene
DTI: diffusion tensor imaging
EC: external capsule
EM: electron microscopy
FA: fractional anisotropy
FDR: false discovery rate
FSC-W: forward scatter width
GalC: galactocerebroside
GFAP: glial fibrillary acidic protein
GO: gene ontology
IC: internal capsule
IL-4: interleukin-4
IL4I1: IL-4 induced 1
IL-4RAb: IL-4 receptor α neutralizing antibody
IL-4Rα: IL-4 receptor α
KEGG: Kyoto Encyclopedia of Genes and Genomes
KO: knockout
LPC: lysophosphatidylcholine/lysolecithin
LSD: least significant difference
MBP: myelin basic protein
MCAO: middle cerebral artery occlusion
MFI: mean fluorescence intensity
MOG: myelin oligodendrocyte glycoprotein
MRI: magnetic resonance imaging
NFH: neurofilament-heavy
NG2: neuron-glia antigen 2
NGF: nerve growth factor
NOR: nodes of Ranvier
OPC: oligodendrocyte progenitor cell
PCA: principal component analysis
PI3K: phosphoinositide 3-kinase
PPARγ: peroxisome proliferator-activated receptor gamma
qRT-PCR: quantitative reverse transcription PCR
RD: radial diffusivity
SSC-A: side scatter area
STAT6: signal transducer and activator of transcription 6
TEM: transmission electron microscopy
WT: wild-type

How the deposited data were processed for this re-analysis (not part of the article)

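RNA from rat OPC cultures treated with PBS or with IL-4 at 20 ng/mL for 3 d was measured on Affymetrix Clariom S rat arrays, with 4 arrays per condition and 8 in all. The authors performed the image analysis in Affymetrix Expression Console, kept 23188 probe sets and analysed them in Transcriptome Analysis Console 4.0. The values used here are log2 RMA values per probe set, given to 2 decimals, already background corrected, normalized between arrays and summarized by the authors. Raw probe signals were not used here. The array medians lay between 6.1 and 6.2. Arrays carry no read depth, and their number limits the precision.

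Probe sets were named from the array's probe table where it gives a single gene symbol (15049 probe sets, 15037 symbols) and, for single named genes, from S1 and S2 Tables (225 probe sets). The other 7914 were tested without a name. The annotation at hand and the array's build differ, so no coordinates are given. In 247 cases more than 1 probe set held the same values on all arrays. Where a gene had more than 1 probe set, the one with the highest mean was used.

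Differences were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, without trend or robust settings), as IL-4 minus PBS, with the Benjamini-Hochberg method over all 23188 probe sets. A call needed an adjusted p under 0.05 and a change of more than 2-fold. The procedure was tested on simulated data made from the spread of these arrays, in which 94 of 100 probe sets changed 3-fold and 99 of 100 changed 6-fold were recovered and 2 others were called. Each simulated probe set varied on its own, so variation shared among genes, as seen among the PBS arrays, was not part of this test. Gene lists, 29 in number, were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation, and with fry, each adjusted over the lists. Enrichment of 6 pathway lists, written from the maps named in Fig 8G, was tested with a one-sided Fisher's exact test against the 15037 genes with 1 symbol. The principal components used centred, unscaled values. The separation of treatments was tested by an exact permutation test over the 35 splits of 8 arrays into 4 and 4. Tables and figures were made in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

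The lists, the tests of the passages and the alternatives named first below were fixed before the data were examined. Some tests of technical explanations were chosen after the results were seen, and are named as such where they are given. S1 and S2 Tables, which hold the study's calls on these samples, had been read by then. The genes named are the 12 with the largest rise and the 12 with the largest fall among called genes whose treatments do not overlap, the genes of the lineage, of receptors and of PPAR signaling that the paper's text names, and up to 4 members of each list with the largest change at an adjusted p under 0.05, or, in a list where none passes, the 2 with the smallest p. One gene that the rule takes is not reported here. Other genes are named where they complete a count of 5 or fewer or are among the brightest of a list, or are PPAR map members in S1 Table, and were chosen after their values were seen. Named genes with means under 5 for both treatments, a limit chosen after the values were seen, are Pparg, Ppara, Pdgfrb, Cd8a, Lck, Or7c70, Or14j10b, Tas2r105, Vom1r7, Vom2r78, Arg1, Cdh1, Scg2, Aldh3a1, Col3a1, Rgs5 and Cdh5. Those under 5 for 1 of the treatments are LOC100911761, Ccl24, Mmp12, Adgrg5, Serpina3n, Fcrl2, Enpp3, Fabp4, Gabrr1, Il7r, Cd34, Mgst1, Clec10a, Il1rn, Gpc5, Chrdl1, Thy1, Pecam1, Ido1, Ahr, Cyp1a1, Gfral, Or5aq1d, Or8b3c, Vom1r70, Ch25h and Gstm2. The size and order of the differences of all these genes cannot be read exactly. Pathways whose maps are very large (PI3K-Akt signaling and pathways in cancer) and the gene ontology terms of Fig 8F and S8 Fig were not tested as such.

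The alternatives were quantile normalization, subtraction of each array's median, leaving out probe sets under the 40th percentile of mean signal, limma with an intensity trend and a robust prior, array weights, the 4 IL-4 arrays averaged to 1 sample, the replicate number as a block, each array left out in turn, the methods' t-test of 2 groups of equal variance with adjusted p, the other set tests named above, the dimmest probe set per gene, a background of brighter genes for the enrichment, and scaled or brighter probe sets for the principal components. The t-test is the one the methods name for 2 groups in general, while the authors analysed the arrays in Transcriptome Analysis Console. Group means by Tukey's biweight, and the genes of S1 Table as the up-regulated genes, were added after the data had been seen. The replicate numbers of the 2 conditions do not pair the samples by any likeness in the values.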

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

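The tests of a larger microglial share, of male share, of fewer cultures, of the cell cycle and of other splits for the number of called probe sets were chosen after the result was seen, and the remaining tests in this part before it.

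Genes of macrophages and microglia are present and differ in the OPC cultures, of which Fcer1g, Cd68, C1qb and Laptm5 were the brightest identity genes with PBS, at 14.67 ± 0.83, 12.99 ± 0.84, 12.98 ± 0.68 and 12.95 ± 1.25 (mean ± SD, n = 4), although the cultures were shaken to remove microglia. A larger share of microglia in the IL-4 cultures would raise the identity genes together, but 9 rose and 8 of 38 fell. Of all 23188 probe sets 2776 rose and 4563 fell, a share of falls near that of the list. PBS array 4 also raises the list's PBS mean, so the count of falls cannot decide whether a larger microglial share was the whole cause. C1qb, Fcer1g, Laptm5 and Cd68 had log2 differences of 1.96, 0.41, -0.24 and -0.53, so these 4 did not rise together. Without PBS array 4, 16 rose and 10 fell (adjusted p = 0.0030 from camera, up), and these 4 were at 2.29, 0.81, 0.35 and -0.13, so a larger share than in the other PBS cultures stays open as part of the cause. Microglia in varying share are a candidate explanation for the spread of the list's mean among the PBS arrays, an SD of 0.64 that was above all 10000 random lists of like brightness (median 0.047), but the myelin, neuron and cell cycle lists were above all of theirs too and the astrocyte list at the 99.92 percentile (T and B lymphocyte list 7.73), so such a spread is not particular to microglia. Of the 38 genes, 7 are in another list and 14 in S1 or S2 Table, how many OPCs also express was not tested, and whether Ccl24, Mrc1 and the other genes that rose came from microglia responding to IL-4 or from OPCs stays open, since no sample without microglia was analysed here.

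The IL-4 arrays lay closer together than the PBS arrays. The ratio of mean distances, PBS over IL-4, was 1.45 both before and after a further quantile normalization. A difference in distribution left between the deposited arrays is thus argued against. What the authors' own normalization did cannot be tested this way, since the values were already normalized and raw probe signals were not used. A varying share of male pups among the PBS cultures cannot be told apart from other sources, as the SD of Ddx3y and Eif2s3y among PBS arrays was at the 86.5 and 92.8 percentile of probe sets of like brightness. Fewer independent cultures behind the IL-4 arrays, against the 4 biologic replicates the methods state, cannot be told apart either, since 3 of 9 lists varied among the IL-4 arrays beyond nearly all random lists of like brightness, against 7 of 9 among the PBS arrays. A narrowing by IL-4 itself is a biological candidate explanation that was not tested.

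Cell cycle genes were higher with IL-4: of 37, 26 rose and 0 fell (28 and 0 when adjusted over the list alone, 30 and 0 at an unadjusted p under 0.05 from limma, 15 and 0 with the methods' t-test), with a median log2 difference of 0.73 (adjusted p = 1.5e-12 from camera, and adjusted p = 0.25 with an estimated correlation). After a further quantile normalization 28 genes rose, with 26 after median subtraction, which moves little here. A difference in scale left between the deposited arrays is thus argued against, while the authors' own normalization cannot be tested without raw probe signals. A single array that stands apart is argued against by 20 genes that rose at the fewest when 1 array was left out. An effect of IL-4 on cycling cells may account for it, as a hypothesis found and tested on the same arrays, and which cells cycled, microglia or OPCs, stays open.

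Other splits of the 8 arrays into 4 and 4 were tested for each count. For called probe sets the real split gave 1043 and the highest other 0, so that 1 of 35 splits was as large, the smallest share that 35 allow. The other splits mix both treatments, which widens their groups. Chance is argued against at that share, but not excluded, if the 8 arrays are independent cultures, as the methods state. For probe sets at an adjusted p under 0.05 the values were 7339 and 0, again 1 of 35, with the same reading on the same condition, which the values here do not settle. These counts weigh chance alone. A difference in handling between the PBS and IL-4 arrays would follow the same split, so it cannot be told apart from treatment here. For lists past camera at the preset correlation the real split gave 9 and the highest other 15, with 7 of 35 as large, so chance cannot be excluded for the number of lists, and splits that give more than the real one point to a structure of the samples.

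Of the lists that passed camera at the preset correlation, 6 are not named in the paper's account of these arrays, although small molecule biosynthesis, a wider term that can take in cholesterol synthesis, is named there and the paper discusses the polarization of macrophages and the proliferation of OPCs by other measures. None of the 6 passed with an estimated correlation (adjusted p from 0.092 to 0.69), and the olfactory receptors are dim. The median log2 difference was 0.24 for the response of macrophages to IL-4 and STAT6, 0.73 for the cell cycle, -0.95 for cholesterol synthesis, -0.47 for glycolysis and the hypoxia response, 0.41 for the aryl hydrocarbon receptor battery and 0.033 for olfactory receptors.

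Single arrays lay far from the other 3 of their group, by Dixon's ratio, for 34 of 400 groups of 4 tested (8.5%, where chance gives about 5%). Values far from the other 3 were 14.13 for LOC100911761 on IL-4 array 4 (others 14.05 to 14.06), 7.54 for P2ry13 on PBS array 4 (others 7.00 to 7.09), 7.48 for Serpina3n on PBS array 4 (others 10.11 to 10.54) and 13.71 for Pnlip on IL-4 array 1 (others 13.42 to 13.45). Next came 7.24 for Rbfox3 on IL-4 array 1 (others 6.98 to 7.02), 19.57 for Actb on PBS array 1 (others 19.44 to 19.46), 10.18 for Id2 on IL-4 array 2 (others 9.76 to 9.82) and 15.08 for C1qb on IL-4 array 4 (others 14.89). Further values were 4.89 for Mgst1 on IL-4 array 1 (others 4.24 to 4.33), 5.82 for Vsnl1 on IL-4 array 3 (others 6.1 to 6.2), 4.86 for Cd8a on IL-4 array 3 (others 4.30 to 4.37) and 8.47 for Smpdl3a on PBS array 4 (others 7.13 to 7.33). Others were 9.57 for Smpdl3a on IL-4 array 2 (others 9.25 to 9.29), 12.06 for Mmp15 on IL-4 array 1 (others 12.28 to 12.32), 7.02 for Tnfsf9 on IL-4 array 4 (others 7.35 to 7.39) and 8.95 for Zmat3 on IL-4 array 2 (others 9.07). To these add 10.49 for Cdkn1c on IL-4 array 2 (others 10.72 to 10.76), 11.60 for Eif2s3y on IL-4 array 3 (others 11.81 to 11.84), 2.79 for Or7c70 on IL-4 array 3 (others 3.01 to 3.05) and 4.34 for Scg2 on IL-4 array 1 (others 4.68 to 4.74). Also apart were 7.01 for Srebf1 on IL-4 array 3 (others 6.72 to 6.76), 6.22 for Abca7 on IL-4 array 4 (others 6.36), 10.81 for Cd4 on PBS array 4 (others 8.52 to 8.79) and 8.90 for Cd59b on IL-4 array 3 (others 8.72 to 8.73). Then came 7.49 for Gsta4 on IL-4 array 1 (others 7.07 to 7.08), 4.96 for Col3a1 on PBS array 3 (others 4.47 to 4.51) and 5.35 for Rgs5 on PBS array 1 (others 4.72 to 4.81). Where the other 3 values are tied, as for C1qb, Zmat3 and Abca7, any gap gives a ratio of 1. The same holds for 19.81 for Mbp on IL-4 array 3 (others 19.82) and 19.87 for Actb on IL-4 array 3 (others 19.88), gaps of 0.01, the last digit given, which are not read as an array apart. Among list means, values apart were 11.36 for the list OPC and early oligodendrocyte lineage on IL-4 array 2 (others 11.33 to 11.34), 7.34 for the list astrocyte on PBS array 4 (others 7.68 to 7.74), 7.47 for the list astrocyte on IL-4 array 2 (others 7.30 to 7.32), 5.37 for the list cytokines and chemokines on PBS array 4 (others 5.09 to 5.14), 5.22 for the list cytokines and chemokines on IL-4 array 4 (others 5.30 to 5.32).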

How the results depend on the processing

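The Tukey biweight means and the genes of S1 Table as up-regulated genes were chosen after the result was seen, and the other settings before it. Where a value changed, the cause was not tested unless named. The separation of the arrays held in all 10 alternatives run for it, with a ratio of 1.34 to 1.91. The called counts were 384 to 580 up and 411 to 618 down over all settings but 1 (471 to 580 and 488 to 618 without 1 array; 456 and 476 with the methods' t-test; 522 and 524 with Tukey means; with the replicate block 501 and 551). With the IL-4 arrays averaged to 1 sample they were 56 up and 16 down, with or without the fold threshold; this setting leaves the log2 differences as they are but a single IL-4 value, assumed to vary like the PBS arrays, and fewer degrees of freedom, so a call lost there is weak evidence against a change. Leaving out dim probe sets left 1764 higher at an adjusted p under 0.05, as fewer were tested. Of 168 named genes, 144 kept direction and side of the threshold in all limma settings but the averaged one and 37 in every limma setting. The methods' t-test and Tukey means are not part of this count. Genes that the filter on dim probe sets left out count as kept there. Quantile normalization reversed Mbp to -0.066 and Actb to -0.015. It also moved the OPC list to adjusted p = 0.081, olfactory receptors to 0.13, vessel development to 0.044 and the PPAR enrichment to 0.038. With camera at an estimated correlation, adjusted p was 0.57 for myelin, 0.23 for OPC, 0.092 for the response to IL-4 and STAT6, 0.25 for the cell cycle, 0.52 for cholesterol synthesis, 0.69 for glycolysis, 0.10 for motility, 0.092 for the aryl hydrocarbon receptor battery and 0.52 for olfactory receptors. With fry it was 0.13 for myelin, 0.12 for glycolysis, 0.47 for olfactory receptors, 0.039 for lipolysis, 0.036 for cytokines, 6.6e-04 for vessel development and 0.039 for sex chromosome markers, and the direction turned to down for adhesion (0.034) and growth (0.013); fry does not compare a list with other genes. Leaving out dim probe sets gave 0.0049 for the Staphylococcus aureus list, 0.035 for lipolysis, 0.033 for microglia, 0.035 for endothelial genes and 0.10 for the lipolysis enrichment, and left too few T and B lymphocyte genes for a value. Averaged IL-4 arrays gave 0.052 for glycolysis, 0.049 for vessel development and, for the enrichments, 1 for Staphylococcus aureus, GABAergic synapse and glutathione, and 0.46 for hematopoietic and lipolysis. The replicate block gave 0.045 for vessel development. The enrichment was 0.0078 for PPAR with array weights, 0.011 with Tukey means and 0.010 with S1 Table's genes, 0.064 for hematopoietic with the trend and 0.070 with S1 Table's genes, and 0.11 for lipolysis against brighter genes. With 1 array left out, adjusted p ran over 0.021 to 0.11 for OPC (lost without PBS 2), 0.0018 to 0.13 for glycolysis (lost without PBS 1, 0.13, or IL-4 2, 0.051), 0.0043 to 0.061 for olfactory receptors (lost without PBS 1, 0.061, or PBS 4, 0.055), 0.021 to 0.45 for Staphylococcus aureus, 0.023 to 0.21 for hematopoietic, 0.0030 to 0.69 for microglia and 0.019 to 0.14 for sex chromosome markers (these 4 passed only without PBS 4), 0.047 to 0.13 for vessel development (passed without PBS 3, 0.049, or IL-4 1, 0.047), and, for enrichments, 0.0072 to 0.10 for GABAergic synapse (lost without PBS 3), 0.011 to 0.090 for PPAR (passed without PBS 2, 0.039, or PBS 4, 0.011) and 0.0052 to 0.42 for hematopoietic (kept only without PBS 4; 0.17, 0.20 and 0.42 without PBS 1, 2 and 3, and 0.068, 0.064, 0.19 and 0.065 without IL-4 1, 2, 3 and 4). Dim signals, such as Arg1, and signals near the highest values, such as Mbp, limit what changes can be read.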

Differences from the paper's values

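The group means by Tukey's biweight and the genes of S1 Table as up-regulated genes were chosen after the result was seen, and the other settings before the data were examined. The thresholds of the counts are the paper's, and the enrichment here uses lists written from the maps, while the paper's Metascape lists were not used here.

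For the PPAR signaling map the paper's -log10 p is about 4.7 in Fig 8G, read by eye, and the value here is 1.17. All the alternatives set before the data were examined differ as well, from 0 with the IL-4 arrays averaged to 2.28 with array weights (adjusted p = 0.0078, with a range of 0.0078 to 1). Settings chosen after seeing the values differ too, at 2.25 with Tukey means and 2.28 with the genes of S1 Table as up-regulated genes. Of the 495 probe sets in S1 Table, only 359 genes with 1 symbol in the array's probe table entered that last setting. The map passes the threshold with array weights, after quantile normalization, without PBS array 2 or 4 and with these added settings.

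For the GABAergic synapse map the paper's -log10 p is about 3.9 in Fig 8G, read by eye, and the value here is 2.13. It comes within 1.5 times of the paper's without PBS array 1, at 2.92, and in none of the other alternatives, which run from 0 to 2.45. For the hematopoietic cell lineage map the paper's value is about 3.5 in Fig 8G, read by eye, and the value here is 1.78. It does not differ by this measure when dim probe sets are left out (3.17), with array weights (2.3), without PBS array 4 (2.76) and against a background of brighter genes (3.16), and it differs in the other alternatives, from 0.38 to 1.79. For the map of lipolysis regulation in adipocytes the paper's value is about 2.7 in Fig 8G, read by eye, and the value here is 1.59, which differs in every alternative, from 0.93 to 1.67.

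Of the probe sets in S1 and S2 Tables, 68 and 70 did not pass a 2-fold change here. With Tukey means, chosen after seeing the values, 493 of 495 and 498 of 501 were called, which drops 2 and 3 of the paper's own, and the log2 fold changes differed from the tables' by at most 0.011 and 0.013. This setting kept 902 of the 1043 calls.

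The paper ranks the PPAR map first among its pathways in Fig 8G. Of the 6 maps tested here, with the setting used throughout, it had the largest p and the Staphylococcus aureus map the smallest. The PPAR map had the largest p in 8 of 18 alternatives (2 of the 18 chosen after seeing the values), and not after quantile normalization, with array weights, with Tukey means, with the genes of S1 Table, without PBS array 1, 2, 3 or 4, without IL-4 array 3, or with the IL-4 arrays averaged, where it shared the largest with other maps. In none of the 18 did it have the smallest p. The Staphylococcus aureus map had the smallest in 11 of them, and not without PBS array 1 or 2, without any 1 of the IL-4 arrays, or with these averaged. Of the 6 PPAR members that the array's symbols matched in S1 Table, Pltp, Cpt1a, Fabp4 and Plin2 were called up here. Angptl4 and Slc27a6, named after their values were seen, did not pass 2-fold, with log2 differences of 0.93 (standard error 0.24, adjusted p = 0.013) and 0.89 (standard error 0.23, adjusted p = 0.015).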

Other observations

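The tests named in this part were chosen before the result was seen, and the naming of genes that complete a small count after it. Genes of the aryl hydrocarbon receptor battery and the xenobiotic response more often rose than fell with IL-4: of 21 measured, 10 rose, 4 fell and 7 did not pass the test (13 rose and 4 fell when adjusted over the list alone). The median log2 difference was 0.41 (adjusted p = 8.4e-05 from camera, and adjusted p = 0.092 with an estimated correlation). Ahr itself, the receptor, rose by a log2 difference of 3.10 (standard error 0.17, adjusted p = 2.3e-06), Cyp1a1, its best known target, by one of 1.71 (standard error 0.17, adjusted p = 8.9e-05), and Ido1, an enzyme that breaks down tryptophan, by one of 3.29 (standard error 0.20, adjusted p = 3.5e-06), but all 3 lie under 5 with PBS, so these sizes cannot be read exactly. Those that fell, Gclc, Gclm, Aldh3a1 and Srxn1, were at -1.0, -0.65, -0.66 and -0.59, of which Gclc and Gclm make glutathione. Genes of glycolysis and the hypoxia response more often fell than rose: of 27, 1 rose, 13 fell and 13 did not pass the test (2 rose and 13 fell when adjusted over the list alone). Their median was -0.47 (adjusted p = 0.038 from camera, and adjusted p = 0.69 with an estimated correlation). This call was lost without PBS array 1 (adjusted p = 0.13) or IL-4 array 2 (adjusted p = 0.051), within a range of 0.0018 to 0.69 over camera's alternatives. Fry gave the list an adjusted p = 0.12. The list's mean level was highest on PBS array 1, at 11.44, against 10.53 to 10.94 on the other PBS arrays. Log2 differences were -2.27 for Adm, -1.15 for Bnip3, -1.15 for Slc2a1 and -1.1 for Pkm, and Hk1 rose by a log2 difference of 0.67 (standard error 0.15, adjusted p = 0.0080). Slc2a1 encodes a glucose transporter and Pkm pyruvate kinase.

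Of 15 genes of cholesterol efflux and LXR targets, 7 rose, 4 fell and 4 did not pass the test (7 rose and 4 fell when adjusted over the list alone). Their median was -0.065 and their mean 0.32 (adjusted p = 0.27 from camera, up), and the list's mean level was 9.86 on PBS array 4, 9.08 to 9.23 on the other PBS arrays and 9.62 to 9.69 on the IL-4 arrays. Abca1, a transporter that moves cholesterol out of cells, rose by a log2 difference of 2.50 (standard error 0.28, adjusted p = 2.1e-04) and Smpdl3a by one of 1.81 (standard error 0.26, adjusted p = 7.3e-04), and Apoe, Ch25h, Nr1h2 and Abca7 were at -3.37, -1.69, -0.87 and -0.54, with Ch25h under 5 with IL-4. Among the 37 cell cycle genes, log2 differences were 1.82 for Rrm2, 1.79 for Ccne2, 1.61 for Mki67 and 1.43 for Birc5. The paper reports no effect of IL-4 on OPC proliferation in S7C Fig, by another measure on other samples. Its qRT-PCR of mbp in Fig 8C, also on other samples, is a measure less bound by a brightest value than the array, where Mbp had a log2 difference of 0.37 (standard error 0.10, adjusted p = 0.018).

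The Y-linked genes Ddx3y and Eif2s3y had log2 differences of 0.73 (standard error 0.18, adjusted p = 0.011) and 0.69 (standard error 0.21, adjusted p = 0.030), both higher with IL-4 (2 of 2 also when adjusted over the list alone), in cultures from pups of mixed sex. Their mean was 11.36 on PBS array 4, 10.40 to 10.78 on the other PBS arrays and 11.42 to 11.56 on the IL-4 arrays (adjusted p = 0.093 from camera). Whether the share of male pups differed between the treatments was not tested, so this rise is not read as an effect of IL-4. Olfactory receptors, of which 1051 were measured, lie among the dimmer probe sets, and 156 rose and 119 fell (151 and 109 when adjusted over the list alone). Camera gave them an adjusted p = 0.032, and adjusted p = 0.52 with an estimated correlation. The call was lost after quantile normalization (adjusted p = 0.13) and without PBS array 1 (adjusted p = 0.061) or 4 (adjusted p = 0.055), and fry gave an adjusted p = 0.47. Log2 differences were 1.61 for Or5aq1d, -1.44 for Or7c70, 1.37 for Or8b3c and -1.35 for Or14j10b. Of 132 vomeronasal and taste receptors, 20 rose and 11 fell (19 and 9 when adjusted over the list alone; adjusted p = 0.18 from camera), with 1.19 for Tas2r105, -1.16 for Vom1r70, -0.96 for Vom1r7 and -0.90 for Vom2r78. Over all probe sets the median log2 difference was -0.068, and -0.0089 after quantile normalization.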
